# TNFα Rescues Dendritic Cell Development in Hematopoietic Stem and Progenitor Cells Lacking C/EBPα

**DOI:** 10.3390/cells9051223

**Published:** 2020-05-15

**Authors:** Subramanian Anirudh, Angelika Rosenberger, Elke Schwarzenberger, Carolin Schaefer, Herbert Strobl, Armin Zebisch, Heinz Sill, Albert Wölfler

**Keywords:** dendritic cell development, monocytic dendritic cell progenitors, C/EBPα, TNFα

## Abstract

Dendritic cells (DCs) are crucial effectors of the immune system, which are formed from hematopoietic stem and progenitor cells (HSPCs) by a multistep process regulated by cytokines and distinct transcriptional mechanisms. C/EBPα is an important myeloid transcription factor, but its role in DC formation is not well defined. Using a *Cebpa*^Cre^-EYFP reporter mouse model, we show that the majority of splenic conventional DCs are derived from *Cebpa*-expressing HSPCs. Furthermore, HSPCs isolated from *Cebpa* knockout (KO) mice exhibited a marked reduced ability to form mature DCs after in vitro culture with FLT3L. Differentiation analysis revealed that C/EBPα was needed for the formation of monocytic dendritic progenitors and their transition to common dendritic progenitors. Gene expression analysis and cytokine profiling of culture supernatants showed significant downregulation of inflammatory cytokines, including TNFα and IL-1β as well as distinct chemokines in KO HSPCs. In addition, TNFα-induced genes were among the most dysregulated genes in KO HSPCs. Intriguingly, supplementation of in vitro cultures with TNFα at least partially rescued DC formation of KO HSPCs, resulting in fully functional, mature DCs. In conclusion, these results reveal an important role of C/EBPα in early DC development, which in part can be substituted by the inflammatory cytokine TNFα.

## 1. Introduction

Dendritic cells (DCs) are sentinels of the immune system that function via the uptake of antigens and presenting antigenic peptides to naïve T-cells, leading to T-cell priming and effector cell differentiation [1]. DCs are classified based on origin, location, and function into steady state DCs, which encompass conventional DCs (cDCs) and plasmacytoid DCs (pDCs), as well as Langerhans cells (LCs) and monocyte-derived DCs. Apart from LCs, all types of DCs arise from bone marrow (BM)-resident hematopoietic stem and progenitor cells (HSPCs), which undergo sequential differentiation steps via lineage-restricted progenitors. According to the current model, steady-state DC development starts with the formation of monocytic dendritic cell progenitors (MDPs) from multipotent (MPPs) or common myeloid progenitors (CMPs) [2,3,4,5,6] through the activity of the cytokine FMS-related tyrosine kinase-3 ligand (FLT3L). MDPs then give rise to common dendritic cell progenitors (CDPs). The CDPs eventually differentiate into all types of cDCs and pDCs [3]. The stepwise differentiation of progenitors is regulated by intrinsic transcription factor (TF) networks as well as extrinsic mechanisms controlled by cytokines. For example, the ETS factor PU.1 acts as a master regulator during the transition of MPPs to MDPs and is induced by FLT3L [7,8]. Moreover, TFs such as IRF8, IRF4, and ID2 [9,10] have been shown to have effects on multiple steps of DC development.

Another important TF in hematopoiesis is CCAAT/enhancer binding protein alpha (C/EBPα). While its C-terminal basic region leucine zipper (BR-LZ) domain mediates DNA-binding and protein–protein interactions with other transcription factors, the two transactivation domains are responsible for E2F repression and represent binding sites for proteins such as SWI/SNF and CDK2/CDK4 [11]. C/EBPα plays a well-defined role in the formation of myeloid progenitors [12,13,14] and elicits a lineage-instructive function in MPPs towards the myeloid lineage [15]. Although C/EBPα has been identified to play a role in early but not late stages of DC differentiation [16], little is known about its mechanisms in DC development. Here, we show that the majority of cDCs in the spleen are indeed derived from *Cebpa*-expressing HSPCs and that C/EBPα is needed for the formation of MDPs and their transition to CDPs. We identify an important interplay between C/EBPα and TNFα in early DC development: HSPCs lacking *Cebpa* expression displayed a prominent dysregulation of TNFα-induced genes, were blocked in DC formation in vitro, and could be rescued by addition of TNFα.

## 2. Materials and Methods

### 2.1. Mice

*Mx1^Cre^/Cebpa^F/F^* mice were obtained from Prof. Daniel G Tenen, Department of Hematology, Harvard University, Boston, MA, USA. As described [13,16], treatment of these mice (aged between 8–10 weeks) with four injections of polyinosinic:polycytidylic acid (pIpC) every two days results in full bone marrow-specific knock-out (KO) of *Cebpa* (see Supplementary Figure S1). Mice were analyzed 2–3 weeks after the last injection. The *Cebpa^Cre^-*EYFP (enhanced yellow fluorescence protein) reporter mouse model was used to trace *Cebpa*-expressing cells and their progeny in various hematopoietic cell compartments as described [15]. All mice were on a C57Bl/6 background and housed in specific pathogen-reduced conditions at the central animal facility of the Medical University of Graz. Mouse experiments were approved by the Austrian Federal Ministry for Science, Research, and Economy (GZ: BMWF-66.010/0017-II/3b/2014).

### 2.2. Primary HSPC Cultures and Cytokine Treatment

Bone marrow (BM) cells were isolated from both *Cebpa* wildtype (*Cebpa^F/F^*) and *Cebpa* knockout (*Mx1^Cre^/Cebpa^F/F^*) mice (hereafter referred to as WT and KO, respectively) as described [15,17]. Fibrous material was removed by filtration through a 70-μm nylon mesh and erythrocytes were lysed using PharmLyse buffer (BD Biosciences, San Jose, CA, USA). Lineage negative (lin^−^) HSPCs were then isolated by depletion of BM cells expressing the lineage markers Ter119, CD11b, Gr-1, CD11c, CD3e, and B220 using the IMag Hematopoetic Progenitor Enrichment Kit (BD Biosciences) by magnetic separation according to the manufacturer’s instructions. For in vitro DC development, HSPCs (10^6^/mL) were cultured in 24 well plates in RPMI1640 medium supplemented with 10% fetal calf serum, 1% PenStrep, 0.1% B-ME, and FLT3L (200 ng/mL) for 8 days [18]. Based on the experimental set-up, some cultures were supplemented with either TNFα, MIP-1α, or MIP-2 (all 20 ng/mL). All cytokines and chemokines were purchased from Peprotech (Rocky Hill, NJ, USA). Experiments were repeated independently at least once, if not otherwise stated, and number of mice is given in the figure legends.

### 2.3. Flow Cytometry Analysis and Cell Sorting

Flow cytometric analysis was done as described [15]. Briefly, samples were analyzed as single cell suspensions with different antibody panels (for information on used antibody clone and fluorochromes, see Supplementary Table S1). To analyze EYFP expression in various progenitor compartments, cells were stained with the following lineage markers: CD3e, CD11b, CD11c, CD45R/B220, Gr1, and Ter119. CMPs were defined as Lin^–^CD117^+^CD34^+^CD16/32^−^ and GMPs as Lin^−^CD117^+^CD34^+^CD16/32^+^. MPPs were defined as Lin^−^FLT3^+^CD117^+^CD115^−^, MDPs as Lin^−^FLT3^+^CD117^+^CD115^+^, and CDPs as Lin^−^FLT3^+^CD117^lo/int^CD115^+^. In vitro FLT3L-induced mature DCs were defined as CD11c^+^MHCII^+^ cells (for gating see [15] and Supplementary Figures S2 and S3). For analysis of DC progenitors during FLT3L stimulation in vitro, staining for FLT3 was not possible due to FLT3L-induced FLT3-internalization. Cells were analyzed using a LSRII flow cytometer (BD Biosciences), and sorting was performed on a FACS Aria II (BD Biosciences). Purity of double-sorted population was >98%. Flow cytometry data analysis was done using Kaluza software (Beckman Coulter, Krefeld, Germany).

### 2.4. Gene Expression Analysis and Quantitative Real Time (RT)-PCR

Double sorted lin^-^CD117^+^FLT3^+^ HSPCs from 4 WT and KO mice were used for gene expression analysis. The cells were treated (T) with FLT3L or left untreated (UT) for 4 h. RNA was isolated from the WT/KO cells with or without FLT3L treatment (referred to hereafter as WT(T)/WT(UT) and KO(T)/KO(UT)) using the RNeasy Micro Kit (Qiagen, Hilden, Germany). The mRNA amplification and hybridization was done using the Affymetrix Mouse Gene 1.0 ST array as per manufacturer instructions (Affymetrix, Santa Clara, CA, USA). The hybridization and expression data were analyzed on Gene-expression Console v.1.1, Affymetrix. The gene expression data were further analyzed in detail using BioVenn [19] and Network Analyst web-based freeware [20,21]. All microarray expression data are available at GEO: GSE146288. Results from the microarray were confirmed using qRT-PCR. RNA was isolated from cultured HSPCs using RNeasy Micro Kit (Qiagen) according to the manufacturer’s protocol. cDNA synthesis was done with 200 ng of RNA using the High Capacity cDNA kit (Applied Biosystems, Foster City, CA, USA). The cDNAs were then assayed with TaqMan (Applied Biosystems) probes for *Cebpa*, *Cx3cr1*, *B-Actin*, and *Gapdh* (Supplementary Table S2). The expression was calculated using the ΔΔCt method and represented as x-fold change.

### 2.5. Cytokine Profiling Assay

Lin^−^ HSPCs were isolated from both WT and KO mice (*n* = 6 mice per group). The cells were then set in culture for 6 h with 200 ng/mL of FLT3L. After 6 h, the supernatants from different cultured cells were collected for multiplex cytokine analysis. One hundred microliters of each supernatant was used to detect the difference in the cytokine profile in a 96-well plate format using the Bio-Plex™ system (Biorad Laboratories Inc., Hercules, CA, USA) with a custom cytokine panel (Supplementary Table S3).

### 2.6. Allogenic Mixed Lymphocyte Reaction (MLR) Assay

MLR assays were done as described [22]. In brief, in vitro generated DCs from WT and KO HSPCs were mixed with splenic T-cells from BALB/c mice. 10^5^ T-cells were seeded with increasing numbers of DCs (10^3^, 3 × 10^3^, 10^4^, and 3 × 10^4^) in triplicates. After 5 days of co-culture, radioactive thymidine was added to the culture and uptake was calculated as a measure of T-cell proliferation after 16 h.

### 2.7. Statistical Analysis

Prism 6 software (GraphPad, La Jolla, CA, USA) was used to assess the statistical differences between two groups with a two-sample t-test with Welch’s correction (two-tailed). All results are presented as the mean ± SD, and *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. C/EBPα Is Expressed in Early DC Progenitors and Indispensable for FLT3L-Induced DC Formation

To trace *Cebpa* expression in DCs and its progenitors in vivo, we used the *Cebpa*^Cre^-EYFP reporter mouse model, which enables tracking of cells that either express *Cebpa* or are the progeny of *Cebpa*-expressing (*Cebpa*/EYFP^+^) cells in steady-state hematopoiesis [15]. With this approach, we detected *Cebpa*/EYFP expression in about 60% of mature CD11c^+^MHCII^+^ cDC in the spleen (Figure 1). Since *Cebpa* is hardly expressed in mature DCs [16], these results suggest that the majority of spleen cDCs is derived from *Cebpa*/EYFP expressing progenitors. Indeed, in the bone marrow we observed an increasing percentage of *Cebpa*/EYFP^+^ cells starting from MPPs via CMPs to MDPs (Figure 1) similar to what has been reported during granulopoiesis towards GMPs [15]. Interestingly, there was no additional increase in *Cebpa*/EYFP^+^ cells after the stage of MDPs, which is in accordance with the finding that C/EBPα is completely dispensable for murine DC development at later stages [16]. Furthermore, the percentage of *Cebpa*/EYFP^+^ cells corresponded well to reported actual *Cebpa* mRNA expression levels in progenitor populations [23] (see Supplementary Figure S4).

Given the fact that the majority of MDPs were positive for *Cebpa*/EYFP expression, we wondered whether C/EBPα plays an important role in (early) DC development. For this purpose, we studied in vitro DC development of primary bone marrow HSPCs isolated from inducible *Cebpa* knock-out (KO) mice (*Mx1^Cre^/Cebpa^F/F^*) and their wildtype (WT) littermates (*Cebpa^F/F^*) after FLT3L stimulation [18]. While HSPCs isolated from WT mice displayed robust formation of mature DCs as detected by CD11c and MHCII-expression after 8 days of culture with FLT3L [18], HSPCs isolated from *Cebpa* KO mice showed a significant reduction of almost 80% of their potential to form mature DCs (Figure 2A). These results indicate that C/EBPα is indeed needed in FLT3L-induced DC formation in vitro. Next, we performed a stepwise analysis of the different DC progenitor stages using FLT3L-stimulated in vitro cultures of HSPCs. Although we observed higher numbers of CD117^+^FLT3^+^ progenitors in *Cebpa* KO mice, which is consistent with the finding that lack of *Cebpa* results in increased formation of FLT3^+^ MPPs [24], the percentage of cells undergoing maturation towards CD117^hi^CD115^+^ MDPs was reduced and almost no CD117^lo/int^CD115^+^ CDPs were formed on days 1 and 3 in cultures with *Cebpa* KO HSPCs (Figure 2B). These results indicate that decreased DC formation of HSPCs lacking C/EBPα after FLT3L-stimulation is most likely due to reduced formation of MDPs and a block in transition to CDPs. However, since C/EBPα induces CD115 expression, the marker defining MDPs and CDPs, we cannot rule out that the identification of MDPs and CDPs is hampered in the *Cebpa* KO setting.

### 3.2. Lack of C/EBPα Alters the Cytokine/Chemokine Expression and Secretion Landscape in Early DC Progenitors

To identify pathways and target genes involved in C/EBPα-dependent mechanisms in early DC development, we next performed gene expression analysis of sorted FLT3^+^CD117^+^ HSPCs of WT and KO mice either untreated or stimulated with FLT3L for 6 h. 

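Cebpa, the gene deleted in KO mice (probe set 10552140), was lower in KO than in WT HSPCs in both conditions. Its log2 signal was 7.47 ± 0.18 in WT(UT), 7.08 ± 0.42 in WT(T), 4.97 ± 0.33 in KO(UT) and 4.79 ± 0.29 in KO(T) (SD, n = 4 arrays each), and every KO array lay below every WT array of the same treatment. The KO minus WT difference in log2 signal was -2.50 (standard error 0.21, adjusted p = 8.44e-07 from limma) without and -2.29 (standard error 0.21, adjusted p = 3.09e-06) with FLT3L. The methods' t-test kept the difference of untreated cells only, and the place of the probe set relative to the deleted part of the gene is not given in the sources used here. Flt3, which encodes the receptor used for sorting, had a log2 signal of 10.07 ± 0.09 in WT(UT) and 10.29 ± 0.14 in KO(UT) (SD, n = 4 each). With FLT3L its signal fell by 1.43 in WT (adjusted p = 0.0039) and by 1.55 in KO (adjusted p = 0.00278) on the log2 scale, and neither call was kept by the methods' t-test. Kit, which encodes CD117, the other sorted receptor, was 1.63 higher on the log2 scale in KO(T) than in WT(T) (adjusted p = 0.000337) and 0.92 higher in KO(UT) than in WT(UT) (adjusted p = 0.0251, and up to 0.0913 without WT(UT) replicate 1 or 4 or KO(UT) replicate 1, 2 or 3), and the methods' t-test kept neither. RNA of double-sorted cells from 4 WT and 4 KO mice was measured on 16 Affymetrix Mouse Gene 1.0 ST arrays, 4 for each of the 4 groups. Each mouse was taken to give 1 untreated and 1 FLT3L-treated sample, from the number that their labels share. The submitters' notes give amplification with the NuGEN Pico WTA v2 and labelling with the NuGEN Encore Biotin systems, and the methods name Gene-expression Console 1.1 for the array values. These values are log2 signals with array medians from 4.891 to 5.173, and the method of normalization between arrays and of summary is not given in the sources used here. The 21731 probe sets with 1 gene symbol were averaged per gene, which left 19870 genes. Between arrays of a group, Pearson's r ranged from 0.969 to 0.990. FLT3L was given for 4 h according to the methods and the sample labels and for 6 h according to the results text. The methods describe untreated cells as left for 4 h without FLT3L, whereas the labels give 0 h for them, and Table S1 lists the 2.0 ST array. By the labels, changes between untreated and FLT3L arrays include those of 4 h of culture. KO replicate 3 was the 1 mouse with transcripts of the Y chromosome, so sex is not balanced between genotypes. The injections that induce Cre are described for the KO strain, and the text does not state whether WT mice received them. The number of arrays limits the precision of every value.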

Although the number of differentially expressed genes (>1.5 fold change, *p* < 0.05 after FDR correction) after FLT3L stimulation was similar in WT and KO FLT3^+^ HSPCs (2149 vs. 2128 genes, respectively), only 1104 genes overlapped, suggesting a profound role of C/EBPα in FLT3L-induced DC formation (Supplementary Figure S5). 

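Lpl, which encodes lipoprotein lipase, rose by 5.52 in WT (45.9-fold, standard error 0.19, adjusted p = 3.61e-11) and by 1.00 in KO (standard error 0.19, adjusted p = 0.00264) on the log2 scale. Its responses differed by -4.52 (adjusted p = 9.19e-08). Its signals of 4.03 in WT(UT) and 4.57 in KO(UT) lay below the median of every array, so the exact fold is uncertain. Klrc1, a receptor of natural killer cells, rose by 3.45 in KO (adjusted p = 4.98e-09) with a difference of 0.10 in WT (adjusted p = 0.844), and its responses differed by 3.35 (adjusted p = 3.42e-06). Its signals of 2.67 in WT(UT), 2.77 in WT(T) and 2.73 in KO(UT) lay below the first quartile of every array, so the size of the rise is uncertain. Other genes changed in both genotypes without a tested difference of responses. Traf1, an adaptor of TNF receptors, rose by 2.67 in WT and 2.97 in KO (difference of responses 0.30, adjusted p = 0.937). Mt2, a metallothionein, rose by 3.96 and 5.44 (difference 1.48, adjusted p = 0.61). The mean untreated signals of Traf1 (4.43 in WT, 4.04 in KO) and of Mt2 in KO (4.28) lay below the median of every array. The exact size of these rises is therefore uncertain. Asns, which encodes asparagine synthetase, rose by 2.72 in WT and 2.71 in KO, while Myc, a transcription factor of growth, fell by 1.92 and by 1.91. Each of these changes was seen in 4 of 4 mice. With FLT3L, 1531 genes changed in WT, 639 higher and 892 lower, and 1412 changed in KO, 579 higher and 833 lower, of all genes tested with limma at an adjusted p under 0.05 and a fold change above 1.5. In both genotypes 729 genes changed, 315 higher in both, 408 lower in both and 6 in opposite directions, against 18.6 higher and 37.4 lower for independent lists (Fisher's exact test, odds ratio 23.5). Genes called in 1 genotype only are not shown to differ in response by this alone, and 104 genes had responses that differed in a test of the difference itself, 56 with a higher and 48 with a lower response in KO, 59 of them called in WT only, 19 in KO only, 24 in both and 2 in neither. In WT, 3074 genes (15.5%) had WT(T) arrays that did not overlap the WT(UT) arrays, and in KO 2604 genes (13.1%) did, where chance gives 2.9%. With the mouse as a block, which pairs the UT and T arrays, 1628 genes changed in WT, 1497 in KO and 781 in both, and 73 differed in response, 60 of them among the 104. Over all genes the log2 differences of WT and KO correlated with r = 0.68 and rho = 0.55, where genes are not independent replicates. The methods' t-test, which the paper names for 2 groups in general and not for the arrays, called 541 genes in WT, 114 in KO and 61 in both, quantile normalization raised the share of higher genes from 41.7% to 50.4% in WT, from 41.0% to 51.3% in KO and from 43.8% to 54.9% in both, and the difference of responses was called for 67 genes without WT(T) replicate 2, 69 without KO(UT) replicate 1 and 59 without the male KO mouse. Of the changes named here, the methods' t-test kept those of Lpl in WT, of Traf1 and Mt2 in both genotypes and of Myc in KO.

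**Figure D1:**
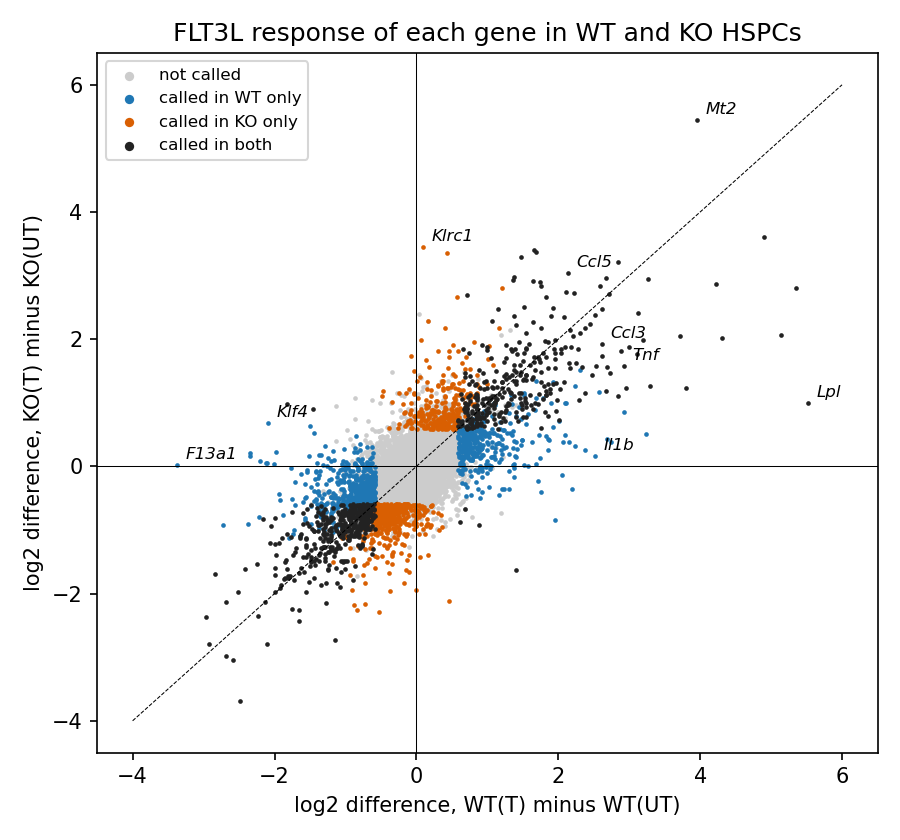
Log2 difference by FLT3L in KO (vertical axis) against that in WT (horizontal axis), 1 point per gene, with genes coloured by the genotypes in which they were called. The points follow the diagonal with r = 0.68, and Lpl lies farthest to the right at 5.52.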

To further understand the biological effects of *Cebpa* deletion, we did a comprehensive pathway analysis of differentially expressed genes. To get a full picture, we analyzed a list of genes that contained genes that showed difference exclusively in the presence of *Cebpa* (WT vs. WT (T) setting (1045)) and genes from the overlapping list that showed differential expression between the WT and KO setting (230/1104, see also Supplementary Figure S5). 

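Clec4d, a C-type lectin receptor of myeloid cells, rose by 3.24 in WT (standard error 0.20, adjusted p = 6.4e-08), and in KO its log2 difference was 0.51 (adjusted p = 0.147). F13a1, which encodes the coagulation factor XIII A chain and is expressed by monocytes, fell by 3.37 in WT (standard error 0.23, adjusted p = 2.04e-07) with a difference of 0.02 in KO (adjusted p = 0.984), where its signal before FLT3L was 4.44 ± 0.27 against 9.77 ± 0.35 in WT(UT) and 6.41 ± 0.43 in WT(T) (SD, n = 4 each). Klf4, a transcription factor of the monocyte lineage, fell by 2.09 in WT (adjusted p = 2.45e-05), and in KO its difference was 0.68 (adjusted p = 0.0921, and 0.0369 without KO(T) replicate 3). The responses of these 3 genes differed between KO and WT, by -2.73 for Clec4d (adjusted p = 0.000127), 3.38 for F13a1 (adjusted p = 6.44e-05) and 2.77 for Klf4 (adjusted p = 0.000588). Lgals3, which encodes galectin-3, and Cd33, a receptor of myeloid progenitors, belonged to the overlap. Lgals3 rose by 1.66 in WT and 3.41 in KO and was lower in KO(T) than in WT(T), by -2.05 on the log2 scale (adjusted p = 6.88e-08), while Cd33 rose by 1.55 in WT and 2.10 in KO and was 0.98 higher in KO(T) (adjusted p = 0.00347). The list built from genes called in WT only and from genes called in both that also differed between KO(T) and WT(T) held 802 and 158 genes, 960 in all, 406 higher and 554 lower in WT with FLT3L. Among genes called in both, 166 differed between KO(UT) and WT(UT), and 232 differed in either comparison, a union that was chosen after the values were seen. Of the genes called in WT only, 705 (87.9%) had a KO difference of the same sign. The median log2 difference of those higher in WT was 0.88 in WT and 0.38 in KO, and that of those lower was -0.84 in WT and -0.38 in KO. These genes were selected for passing in WT and not in KO. The selection alone makes the KO medians smaller, so they do not show a weaker response. When the genes called in both were chosen by a differing response in place of the KO(T) and WT(T) comparison, the list held 826 genes. The combined list held 482 genes with the methods' t-test, 432 at a fold above 2 and 1021 with the mouse or replicate as a block. Its share of genes higher in WT with FLT3L was 42.3%. That share was 49.1% with quantile normalization and 39.1% with each array centred on its median. Of the changes named, the methods' t-test kept those of Clec4d, F13a1 and Klf4 in WT, those of Lgals3 in every comparison given and those of Cd33 with FLT3L in both genotypes.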

Interestingly, these genes were linked to the TNFα signaling cascade, the NF-κB signaling pathway, cytokine–cytokine receptor interactions, and hematopoietic cell lineage developmental pathways (Figure 3). 

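Of 98 measured genes of TNFα signaling, 18 rose and 3 fell with FLT3L in WT (19 and 7 when adjusted over the list alone), and 10 rose and 5 fell in KO (11 and 6 when adjusted over the list alone). Of 84 measured NF-κB signaling genes, 18 rose and 3 fell in WT (21 and 4 when adjusted over the list alone), and 8 rose and 5 fell in KO (9 and 6 when adjusted over the list alone). Cx3cl1, a membrane-bound chemokine induced by TNFα, rose by 2.11 in WT (standard error 0.21, adjusted p = 7.9e-06) and 2.74 in KO (standard error 0.21, adjusted p = 7.94e-07) on the log2 scale. Tlr4, the receptor for lipopolysaccharide, rose by 2.15 and 1.62, Gadd45b, a stress-induced target of NF-κB, rose by 2.28 and 1.85, and Bcl2, an inhibitor of apoptosis, fell by 2.24 and by 1.54, in WT and KO. None of the responses of these 4 genes differed between genotypes past the thresholds of limma, with adjusted p from 0.302 for Bcl2 to 0.961 for Gadd45b. Tnfaip3 and Icam1, named after their values were seen, encode an inhibitor of NF-κB and an adhesion molecule and belonged to the combined list. Tnfaip3 rose by 1.21 in WT (adjusted p = 0.000181), with a difference of 0.43 in KO (adjusted p = 0.145) and of -0.78 between responses (adjusted p = 0.274). Icam1 rose by 1.37 in WT (adjusted p = 6.53e-05), with a difference of 0.40 in KO (adjusted p = 0.179) and of -0.96 between responses (adjusted p = 0.132, and 0.0469 without KO(UT) replicate 1). Tnfaip3 and Icam1 were both higher with FLT3L in 4 of 4 mice of each genotype, KO included. Itgam, the integrin chain CD11b of the lineage list, rose by 0.75 in WT (adjusted p = 0.00965), with a difference of -0.08 in KO (adjusted p = 0.87) and of -0.83 between responses (adjusted p = 0.242). The combined list held 14 of the TNFα signaling genes where 4.7 were expected (one-sided Fisher's exact test, odds ratio 3.32, p = 0.000789 adjusted over 31 lists) and 14 of the NF-κB signaling genes where 4.1 were expected (odds ratio 3.98, p = 0.000205 adjusted over the lists). It also held 8 of 59 cytokine and chemokine receptor genes (odds ratio 3.11, adjusted p = 0.0139 by Fisher's exact test, and up to 0.305 without any 1 of the WT(UT) arrays, WT(T) replicate 2, 3 or 4 or KO(T) replicate 2 or 3) and 13 of 75 genes of the hematopoietic cell lineage (odds ratio 4.17, adjusted p = 0.000218). Higher odds ratios were found for genes of monocytes and MDPs (17 of 39, odds ratio 15.47, adjusted p = 1.07e-11), of DCs (13 of 37, odds ratio 10.80, adjusted p = 9e-08) and of cholesterol synthesis (10 of 30, odds ratio 9.94, adjusted p = 6.36e-06) by the same test. For cholesterol synthesis the 10 became 5 without KO(T) replicate 3 (adjusted p up to 0.0267) and 17 without KO(T) replicate 1, and the KO(T) arrays were uneven, with list means of 0.89, -0.36, -0.27 and 0.81 in replicates 1 to 4. Camera's upward shift of both signaling lists in WT had an adjusted p of 0.0122 for TNFα and 0.000492 for NF-κB signaling at its preset correlation, and adjusted p = 0.0585 and adjusted p = 0.0992 with an estimated correlation. The gene lists were written from general knowledge of the pathways before the data were examined. The receptor list was no longer enriched (3 of 59, adjusted p = 0.533) when the genes called in both were chosen by their differing responses, and of the changes named, the methods' t-test kept those of Cx3cl1 in both genotypes and of Tlr4, Bcl2, Icam1 and Itgam in WT.

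**Figure D2:**
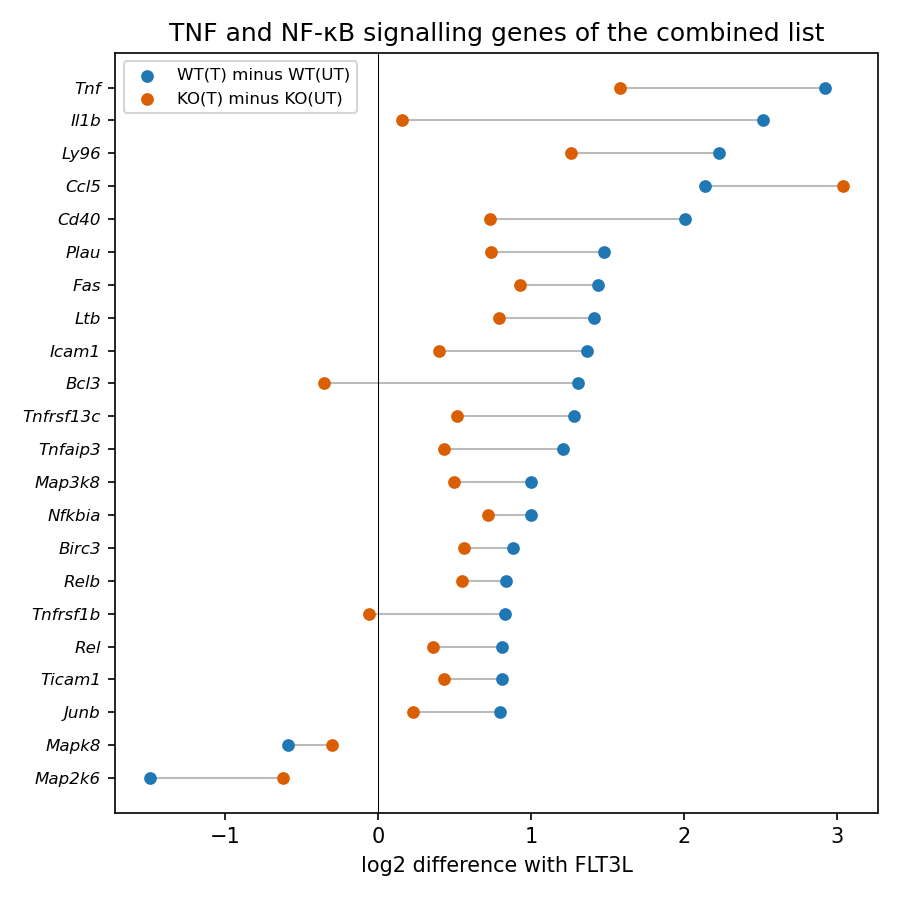
Log2 differences by FLT3L in WT and KO for the 22 genes of the TNFα and NF-κB signaling lists in the combined list. Points give the fitted differences (n = 4 arrays per group). The line of a gene joins its WT and KO points and is not an error bar. Tnfaip3 lies at 1.21 in WT and 0.43 in KO.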

Further analysis of the exclusive WT vs. WT (T) (1045 genes) and the exclusive KO vs. KO (T) (1024 genes) lists (Supplementary Figure S6A,B) revealed that genes from the WT vs. WT (T) list were again found to be linked to the TNFα signaling cascade and the NF-κB signaling pathway, which were both absent in the KO vs. KO (T) gene list. These results indicate that lack of *Cebpa* significantly affects TNFα- and NF-κB signaling pathways in DC development. 

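Among the genes called with FLT3L in WT only were 11 of 98 TNFα signaling genes (one-sided Fisher's exact test, odds ratio 3.03, adjusted p = 0.00768) and 11 of 84 NF-κB signaling genes (odds ratio 3.62, adjusted p = 0.00282). The 683 genes called in KO only held 5 TNFα signaling genes (odds ratio 1.51, adjusted p = 0.384, and 0.048 without WT(T) replicate 3) and 3 NF-κB signaling genes (odds ratio 1.04, adjusted p = 0.688). Set directly against each other, a test chosen after the values were seen, the WT only and KO only genes had an odds ratio of 1.88 for TNFα signaling (two-sided Fisher's exact test, p = 0.315) and 3.15 for NF-κB signaling (p = 0.103 by the same test). Genes that TNFα or NF-κB induce were enriched in both lists, with 27 of 189 among the genes of WT only (odds ratio 4.07, adjusted p = 1.77e-07) and 15 of 189 among those of KO only (odds ratio 2.45, adjusted p = 0.0143, and up to 0.156 without KO(UT) replicate 1 or KO(T) replicate 2 or 4). Gem, an induced small GTPase of that list, fell by 1.95 on the log2 scale in KO (standard error 0.20, adjusted p = 1.17e-05) with a difference of -0.00 in WT (adjusted p = 0.996). Its responses differed by -1.94 (adjusted p = 0.00344). Before FLT3L, Gem was already 2.58 higher in KO (adjusted p = 4.6e-07). Its signal went from 6.63 to 4.69 in KO and was 4.05 in WT(UT) and WT(T), so the fall started from a raised level. MYC target and ribosome biogenesis genes made up the largest enrichment of the KO only genes, with 18 of 65 (odds ratio 11.02, adjusted p = 1.23e-10). Polr1b, a subunit of RNA polymerase I, fell by 1.41 in KO (standard error 0.24, adjusted p = 0.00131) and had a difference of -0.34 in WT (adjusted p = 0.493). Srm, which encodes spermidine synthase, fell by 1.24 in KO (standard error 0.20, adjusted p = 0.000757) and had a difference of -0.45 in WT (adjusted p = 0.201). The responses of Polr1b and Srm did not pass the test of their difference, which was -1.07 (adjusted p = 0.312) and -0.79 (adjusted p = 0.414). Genes of DNA replication (12 of 62, odds ratio 6.84, adjusted p = 1.71e-05) and interferon-stimulated genes (7 of 34, odds ratio 7.35, adjusted p = 0.00136) were also enriched in the KO only list by Fisher's exact test. The 12 became 5 without KO(UT) replicate 1 or 4 or KO(T) replicate 2 (adjusted p up to 0.107), and the 7 became 3 without KO(UT) replicate 3 (adjusted p = 0.258, and 0.0674 without KO(UT) replicate 1) and 14 without KO(T) replicate 4. Camera's shifts of the MYC, DNA replication and interferon lists with FLT3L in KO were lost with an estimated correlation (adjusted p = 0.122, adjusted p = 0.154 and adjusted p = 0.278), and DNA replication genes fell in WT too, 17 of 62 (24 when adjusted over the list alone), with a median log2 difference of -0.55 in both genotypes. In the test of the difference of responses, 2 of 98 TNFα signaling genes and 1 of 84 NF-κB signaling genes passed, all with a lower response in KO (7 and 6 when adjusted over the list alone), and leaving out 1 array gave 0 to 3 and 0 to 2. Called in KO at all, the TNFα signaling genes (15 of 98, odds ratio 2.38, adjusted p = 0.00733) and the NF-κB signaling genes (13 of 84, odds ratio 2.41, adjusted p = 0.0112) were enriched there too, except without KO(UT) replicate 1 or KO(T) replicate 2 (adjusted p up to 0.118). Of the falls named, the methods' t-test kept that of Gem. From the presence of both signaling pathways in the WT list and their absence from the KO list, the paper reasons that lack of Cebpa affects these pathways in DC development.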

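Tnf, which encodes TNFα (probe set 10450501), rose with FLT3L in both genotypes. Its log2 signal went from 6.33 ± 0.22 to 9.25 ± 0.26 in WT and from 6.50 ± 0.42 to 8.08 ± 0.40 in KO (SD, n = 4 arrays each), a rise of 2.92 (standard error 0.22, adjusted p = 3.81e-07 from limma) and of 1.58 (standard error 0.22, adjusted p = 0.0002). In KO(T) it was lower than in WT(T) by -1.17 (adjusted p = 0.00285), and the difference of responses of -1.34 did not pass the test (adjusted p = 0.0807, and 0.0439 without KO(T) replicate 4), while with the UT and T arrays paired by mouse the adjusted p was 0.118 with mouse as a fixed block and 0.0436 with mouse as a random block. Il1b, which encodes the inflammatory cytokine IL-1β, went from 4.45 ± 0.14 to 6.97 ± 0.98 in WT (rise of 2.52, standard error 0.33, adjusted p = 8.65e-05 from limma) and was 4.60 ± 0.13 and 4.76 ± 0.32 in KO (SD, n = 4; difference 0.16, adjusted p = 0.857). It was lower in KO(T) than in WT(T) by -2.21 (adjusted p = 0.00043). The responses of Il1b differed by -2.36 (adjusted p = 0.0291), a call that was lost (adjusted p up to 0.0742) without any of the 4 WT(UT) or 4 KO(UT) arrays, WT(T) replicate 4, KO(T) replicate 1 or KO(T) replicate 3, with mouse as a fixed block (adjusted p = 0.0592, and 0.0149 as a random block) and without the male KO mouse (adjusted p = 0.108). Ccl5, a chemokine that attracts T cells and monocytes, was higher in KO than in WT before treatment, by 1.61 (adjusted p = 0.00167), and with FLT3L, by 2.50 (adjusted p = 3.66e-05). It rose from 7.64 ± 0.49 to 9.78 ± 0.39 in WT (adjusted p = 0.000106) and from 9.25 ± 0.55 to 12.28 ± 0.35 in KO (SD, n = 4; adjusted p = 4.65e-06 from limma), and the difference of responses was 0.90 (adjusted p = 0.645). Ccl3, a chemokine of inflamed tissue, rose by 2.61 in WT (standard error 0.35, adjusted p = 0.000125) and 1.92 in KO (standard error 0.35, adjusted p = 0.00233). Between KO and WT, the difference of Ccl3 was 0.92 untreated (adjusted p = 0.168) and 0.23 with FLT3L, and neither passed the test. Of 34 measured chemokine genes, 7 rose in WT and 9 in KO with FLT3L and none fell (8 and 10 when adjusted over the list alone), while in KO(T) against WT(T) 3 were higher and 4 lower (4 and 5 when adjusted over the list alone). Of 31 inflammatory and growth cytokine genes, 5 were higher and 3 lower in KO(T) than in WT(T) (5 and 4 when adjusted over the list alone). The methods' t-test kept the rises of Tnf and Ccl3 in WT and of Ccl5 in both genotypes and the higher Ccl5 in KO(T), and none of the other calls of these 4 genes.

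**Figure D3:**
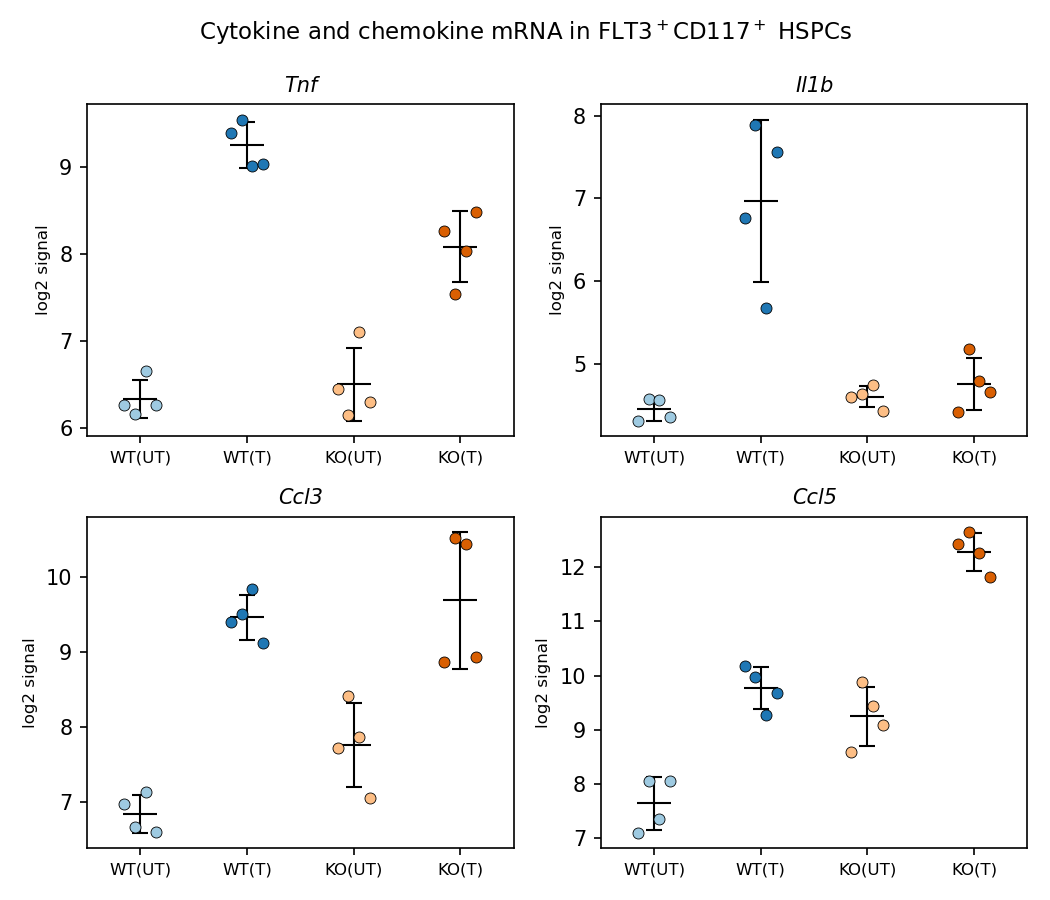
Log2 signal of Tnf, Il1b, Ccl5 and Ccl3 (vertical axis) in WT(UT), WT(T), KO(UT) and KO(T), with 1 point per array and the mean ± SD of n = 4 arrays. Il1b spreads most in WT(T), with an SD of 0.98.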

Interestingly, besides genes linked to these signaling pathways, TNFα itself and other cytokines and chemokines, like IL-1β, CCL5, and CCL3, were affected by the lack of *Cebpa* (Supplementary Figure S7). 

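Before FLT3L, 5 of 98 measured TNFα signaling genes were higher and 3 lower in KO than in WT HSPCs (5 and 3 when adjusted over the list alone). Il18r1, a chain of the receptor for IL-18, was higher by 2.11 on the log2 scale (standard error 0.42, adjusted p = 0.00441) with signals of 5.42 ± 0.26 in WT(UT) and 7.52 ± 0.73 in KO(UT) (SD, n = 4; limma). Il15, a cytokine for lymphocytes, was 5.94 ± 0.26 in WT(UT) and 7.14 ± 0.17 in KO(UT) (SD, n = 4, adjusted p = 0.00952 from limma), and Socs3, an inhibitor of cytokine signaling, was higher by 0.92 (standard error 0.18, adjusted p = 0.00427). Besides the chemokine Ccl5, the remaining higher gene was Irf1, a transcription factor of the interferon response, with a difference of 0.73 (adjusted p = 0.00722). The 3 lower genes were the TNF receptor adaptor Traf5 (-0.84, adjusted p = 0.0386), the kinase subunit Pik3cb (-0.83, adjusted p = 0.0273) and the transcription factor Creb3 (-0.71, adjusted p = 0.0412), which, like Irf1, were named after their values were seen. The call of Traf5 was lost without WT(UT) replicate 1, 2 or 3 or KO(UT) replicate 1, 3 or 4 (adjusted p up to 0.136), that of Pik3cb without WT(UT) replicate 2, 3 or 4 or KO(UT) replicate 2 or 3 (up to 0.0883), and that of Creb3 without WT(UT) replicate 1, 2 or 4, WT(T) replicate 1 or 4 or KO(UT) replicate 1 or 3 (up to 0.135). Without the male KO mouse none of these 3 was called (adjusted p from 0.0959 to 0.109). The 8 genes compare with 5.5 expected among the 1122 genes that differed between KO(UT) and WT(UT), 446 higher and 676 lower in KO (one-sided Fisher's exact test, odds ratio 1.49, p = 0.253 adjusted over 31 lists). Of 84 NF-κB signaling genes, 4 were higher and 3 lower (7 and 5 when adjusted over the list alone; odds ratio 1.52, adjusted p = 0.253 by the same test, and 0.041 without KO(UT) replicate 4). Among them Lat, an adaptor of T cell receptor signaling, was higher by 2.30 (adjusted p = 3.65e-05), and Cd14, a coreceptor of TLR4, was lower, by -2.47 (adjusted p = 0.00409). Of 189 genes that TNFα or NF-κB induce, 17 were higher and 23 lower (20 and 24 when adjusted over the list alone; Fisher's exact test, odds ratio 4.61, adjusted p = 4.42e-12). Gem was higher by 2.58 (adjusted p = 4.6e-07) and Ier3, an immediate early gene, by 2.17 (adjusted p = 6.88e-06), whereas Klf4 was lower, by -3.03 (adjusted p = 5.29e-07), as was Tnfsf9, a ligand of the TNF family, by -2.36 (adjusted p = 0.002). Most genes of monocytes and MDPs were lower in the same arrays, and the arrays do not separate a change in the mix of cells from one within cells. The list of interferon-stimulated genes had a median log2 difference of 0.62 between KO(UT) and WT(UT). Whether exposure to interferon or pIpC accounts for higher genes named here, such as Irf1, was not tested. Of all genes, 2665 had KO(UT) and WT(UT) arrays that did not overlap, where chance gives 2.9% of them. With the methods' t-test 400 genes differed, and it kept the differences of Il15, Lat, Gem, Ier3 and Klf4 among those named.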

Interestingly, when we performed pathway analysis comparing unstimulated WT and KO HSPCs, the TNFα-signaling pathway was already significantly deregulated (see Supplementary Figure S8), suggesting hampered TNFα-signaling in general in KO HSPCs, which gets more pronounced after FLT3L-stimulation.

Having observed an effect on the transcriptional level of multiple cytokines and cytokine-related pathways, we questioned whether a change can be seen in the secretory profiles of HSPCs from WT and KO mice. For this purpose, we analyzed the supernatants of WT and KO HSPCs treated with FLT3L for the presence of various chemokines and cytokines. We observed a stark reduction of proinflammatory chemokines like CCL3 (MIP-1α), CXCL2 (MIP-2), CCL4 (MIP-1β), and CCL5 (RANTES) in the KO setting (Figure 4). Although not as pronounced as with the mentioned chemokines, inflammatory cytokines, like TNFα and IL-1β, were also significantly reduced in supernatants of KO, as compared to WT HSPCs. Interestingly, cytokines like CSF2 (GM-CSF) and CSF1 (M-CSF) showed no C/EBPα-dependent changes (Figure 4).

### 3.3. TNFα Rescues FLT3L-Induced DC Development in the Absence of Cebpa

From these results, we hypothesized that addition of these chemokines/cytokines to FLT3L stimulated cultures could rescue DC development in KO HSPCs. While treatment with MIP-1α (CCL3) or MIP-2 (CXCL2, Supplementary Figure S9) had no effect on the potential of KO HSPCs to form DCs, a combination of FLT3L and TNFα induced enhanced development of KO towards mature CD11c^+^MHCII^+^ DCs, as compared to the KO HSPCs treated only with FLT3L (Figure 5, Supplementary Figures S10 and S11). We observed an almost three-fold increase of mature DCs formed with the combinatorial treatment, compared to with FLT3L alone, which eventually resulted in comparable numbers of DCs as obtained from WT HSPCs treated with FLT3L. Interestingly, DCs formed in the presence of TNFα showed higher CD11c and MHCII expression, as described [25]. To prove that the DCs generated with this combination treatment from KO HSPCs were mature DCs, we checked for cellular morphology and found them to be comparable to the DCs generated from WT HSPCs (Figure 6A). We also performed an allogenic mixed lymphocyte reaction to check for their functionality and observed that DCs generated by treating KO HSPCs with FLT3L and TNFα could indeed activate naïve T-cells in a comparable manner to WT cells obtained with FLT3L (Figure 6B). In contrast, we did not get sufficient numbers of mature DC from KO HSPCs treated with FLT3L alone to perform the assay.

Since expression of *Cx3cr1* is among the first characteristics attributable to MDPs and we have observed a prominent downregulation of this gene in KO, as compared to WT HSPCs, we wondered whether addition of TNFα to FLT3L could restore *Cx3cr1* expression in KO HSPCs. Indeed, combination treatment including both cytokines increased *Cx3cr1* expression in KO HSPCs (Figure 6C). This suggests that additional TNFα stimulation might indeed bypass the early differentiation block in MDPs caused by the lack of *Cebpa*.

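Cx3cr1, the receptor for the chemokine Cx3cl1 (probe set 10597743), had a log2 signal of 9.57 ± 0.18 in WT(UT), 10.10 ± 0.13 in WT(T), 5.80 ± 0.54 in KO(UT) and 6.34 ± 0.32 in KO(T) (SD, n = 4 arrays each). It was lower in KO by -3.77 untreated (standard error 0.21, adjusted p = 1.74e-08) and by -3.76 with FLT3L (standard error 0.21, adjusted p = 3.17e-08 from limma), and every KO array lay below every WT array. By the size of limma's moderated t statistic it ranked 6 of 19870 genes untreated and 4 with FLT3L. Csf1r, which encodes the marker CD115 of MDPs, was lower in KO by -3.32 untreated (adjusted p = 2.63e-05) and -2.74 with FLT3L (adjusted p = 0.000208). Ccr2, the receptor by which monocytes leave the bone marrow, was lower by -3.49 (adjusted p = 5.8e-06) and -4.21 (adjusted p = 1.22e-06), and Irf8, a transcription factor of monocytes and DCs, by -2.23 (adjusted p = 6.1e-08) and -2.24 (adjusted p = 9.49e-08). Of 39 measured genes of monocytes and MDPs, 32 were lower and none was higher in KO(UT) than in WT(UT) (33 lower and 1 higher when adjusted over the list alone), and 30 were lower and none was higher in KO(T) than in WT(T) (31 and 0 when adjusted over the list alone). Their median log2 difference was -1.49 untreated and -1.63 with FLT3L. Camera placed the list below all other genes with an adjusted p of 1.13e-51 untreated and 8.66e-45 with FLT3L at its preset correlation, and with adjusted p = 2.35e-05 and adjusted p = 5.04e-05 with an estimated correlation. Genes of stem cells and multipotent progenitors went the other way, with 10 of 37 higher and none lower in KO(UT) (13 and 0 when adjusted over the list alone) and 11 higher and none lower in KO(T) (14 and 0 when adjusted over the list alone). Camera's adjusted p for them was 7.09e-11 and 1.29e-09, and adjusted p = 0.0157 and adjusted p = 0.025 with an estimated correlation. The methods' t-test kept the differences of Cx3cr1 and Irf8 in both conditions and those of Csf1r and Ccr2 in untreated cells.

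**Figure D4:**
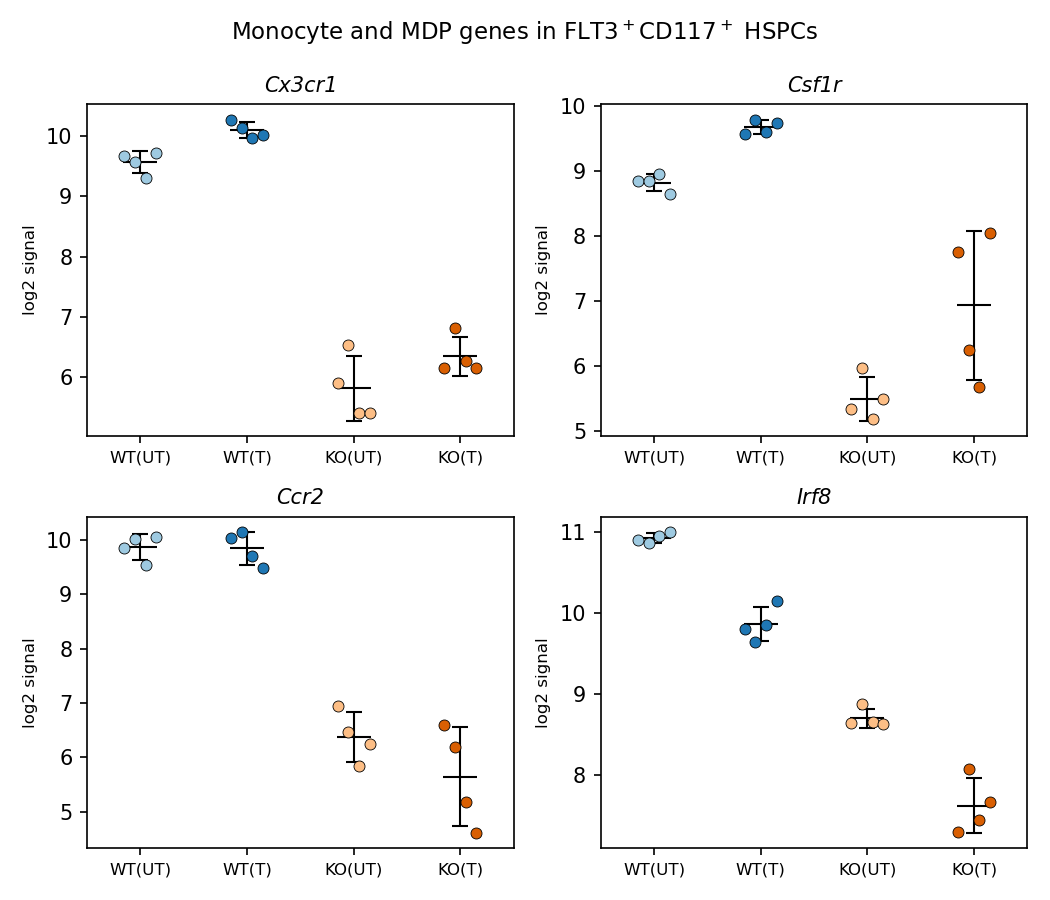
Log2 signal of Cx3cr1, Csf1r, Ccr2 and Irf8 (vertical axis) in WT(UT), WT(T), KO(UT) and KO(T), with 1 point per array and the mean ± SD of n = 4 arrays. For Cx3cr1 the KO arrays lie below the WT arrays by -3.77 untreated and -3.76 with FLT3L.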

## 4. Discussion

Development of steady-state DCs is a complex process, starting with BM-resident HSPCs and involving the action of several cytokines and distinct transcription factors [26,27]. While some cytokines and their receptors, such as GM-SCF (CSF2) and M-CSF (CSF1), have been shown to be dispensable using various KO mouse models [5], FLT3L was identified to be a crucial factor for steady-state DC formation [28]. Via its receptor FLT3, it induces upregulation of the hematopoietic TF PU.1 and allows differentiation of HSPCs to all types of cDCs and pDCs. Accordingly, HSPCs lacking either *Flt3* or *Sfpi* (the gene encoding PU.1) showed defective DC differentiation potential both in vitro and upon in vivo transfer [8]. Interestingly, although PU.1 activation increases FLT3 expression, suggesting a positive feedback loop between Flt3 and PU.1, restoration of FLT3 expression in PU.1-deficient HSPCs did not restore their potential to give rise to DCs [8], indicating that in addition to FLT3, other targets of PU.1 are vital for DC differentiation. Here, we show that another myeloid TF, C/EBPα, is critical for steady state DC formation: HSPCs lacking *Cebpa* expression were markedly hampered to produce DCs after stimulation with FLT3L in vitro, and step-wise differentiation analysis revealed that C/EBPα was specifically needed for formation of MDPs and their transition to CDPs. This requirement of C/EBPα during early steps of DC formation became also obvious by analyzing DCs and their progenitors in a *Cebpa*^Cre^-EYFP reporter mouse model. We observed a gradual rise of *Cebpa*/EYFP^+^ cells from early (MPPs) to late (MDP/CDP) progenitors, but no further increase towards mature DCs. The fact that the majority but not all late progenitor and splenic DCs were positive for *Cebpa*/EYFP may be explained by an incomplete process of *Cre* recombination in a proportion of cells, as has been reported for this and other Cre-based reporter mouse models [15,23].

C/EBPα and PU.1 are well characterized to coordinate gene expression in HSPCs differentiation. In a recent paper, Pundhir and colleagues unraveled the kinetics by which PU.1 and C/EBPα coordinate enhancer and gene activity during early myeloid differentiation at the CMP level [29]. Through integrated analyses of enhancer dynamics, transcription factor binding, and proximal gene expression in *Cebpa* KO HSPCs, they identified a marked reduction in PU.1 binding at many enhancers active in early myeloid development, uncovering a surprising C/EBPα dependency for binding of PU.1. In accordance with our observed differentiation block at (or perhaps even before) the MDP stage, they demonstrated that loss of C/EBPα leads to a differentiation block preceding the granulocyte/monocyte progenitors (GMPs). Similar to MDPs during DC development, GMPs are a distinct precursor population during granulocytic/monocytic differentiation downstream of CMPs and MPPs. Since Pundhir and colleagues detected several examples of enhancers in which PU.1 binding is dependent on C/EBPα during early myeloid differentiation [29], it is tempting to speculate that C/EBPα acts as a pioneering factor on selected enhancers during early DC development, possibly via its switch/sucrose nonfermentable (SWI/SNF) domain. This SWI/SNF domain was shown to be important for enhancer binding in adipocyte differentiation, where C/EBPα is also known to be crucial [30]. Interestingly, overexpression of PU.1 was not able to restore DC formation in *Cebpa* KO HSPCs [16], suggesting that either its interaction with PU.1 or other PU.1-independent mechanisms induced by C/EBPα are crucial for DC development.

Since we observed downregulation of *Cx3cr1* in *Cebpa* KO HSPCs, and this could at least in part be overcome by addition of TNFα resulting in formation of fully functional, mature DCs, one could speculate that *Cx3cr1* is one such critical gene induced by C/EBPα. *Cx3cr1* expression was used as the earliest marker for identification of MDPs in murine bone marrow [31], and in silico analysis shows C/EBP binding sites in its promoter region (see Supplementary Figure S12). Furthermore, expression of CX3CR1 protein promoted the generation of DCs under steady-state conditions [32]. Consistently, lack of CX3CR1 affected DC differentiation from bone marrow myeloid cells induced by CSF2 (GM-CSF) and interleukin-4 (IL-4) in vitro [33]. However, several other factors, including crucial TF during DC development, like IRF4, IRF8, KLF4, as well as C/EBPβ, were shown to be downregulated in *Cebpa* KO CMPs [16]. Thus, additional studies are clearly needed to unravel the definite molecular mechanisms regulated indispensably by C/EBPα during early DC development.

Through comparison of gene expression analysis in *Cebpa* WT and KO FLT3^+^ HSPCs, we have identified a compensatory role of TNFα in early DC development in the absence of C/EBPα. 

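With FLT3L, 31 of 189 measured genes that TNFα or NF-κB induce were lower and 11 higher in KO than in WT HSPCs (36 and 15 when adjusted over the list alone). Tnfsf9, a ligand of the TNF family, was lower in KO(T), by -2.23 (standard error 0.43, adjusted p = 0.00356), with log2 signals of 7.68 ± 0.32 in WT(T) and 5.46 ± 1.00 in KO(T) (SD, n = 4; limma). Ccnd1, which encodes the cell cycle regulator cyclin D1, was lower by -1.80 (standard error 0.26, adjusted p = 0.000275), and Klf2, a transcription factor, by -1.06 (standard error 0.21, adjusted p = 0.00422). Higher in KO(T) were Ddx58, which encodes the RNA sensor RIG-I and is also induced by interferon, by 3.19 (standard error 0.31, adjusted p = 6.32e-06), and Il18, a cytokine related to IL-1, by 3.09 (standard error 0.48, adjusted p = 0.000583). Ccl4, a chemokine that attracts monocytes and T cells, was also higher, by 2.20 (standard error 0.34, adjusted p = 0.000639), with 7.70 ± 0.26 in WT(T) and 9.90 ± 0.78 in KO(T) (SD, n = 4; limma). The 42 genes compare with an odds ratio of 5.48 among the 1017 genes that differed between KO(T) and WT(T), 444 higher and 573 lower in KO (one-sided Fisher's exact test, p = 4.16e-15 adjusted over 31 lists). Of the narrower signaling lists, 3 TNFα signaling genes were higher and 8 lower (4 and 8 when adjusted over the list alone; odds ratio 2.36, adjusted p = 0.0214, and up to 0.0646 without KO(T) replicate 1 or 4) and 4 NF-κB signaling genes were higher and 13 lower (4 and 16 when adjusted over the list alone; odds ratio 4.77, adjusted p = 3.4e-06 by Fisher's exact test). The receptor list held more called genes for its size, with 7 of 59 higher and 14 lower (7 and 18 when adjusted over the list alone, 9 lower without KO(T) replicate 3; odds ratio 10.44 by Fisher's exact test), and so did the monocyte and MDP list (odds ratio 63.57). Camera gave the induced genes a downward shift with an adjusted p of 0.0202 at its preset correlation, and adjusted p = 0.144 with an estimated correlation. Of all genes, 1770 (8.9%) had KO(T) and WT(T) arrays that did not overlap, where chance gives 2.9%. The count of 1017 genes fell to 657 in a fit of these 2 groups alone, 483 at a fold above 2 and 40 with the methods' t-test, where the induced genes had an odds ratio of 2.68 (adjusted p = 0.896) and none of the 6 differences named was kept. The paper has no TNFα-treated arrays, so the induced genes are those of a list written before the data were examined.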

TNFα-induced genes were among the most prominently dysregulated genes in KO HSPCs and, even more intriguing, addition of TNFα to FLT3L could at least partially rescue mature DC formation in KO HSPCs. The role of TNFα in hematopoiesis has been extensively studied, but remains controversial. While TNFα was shown to affect DC development via NF-κB signaling [34] and also has been used for in vitro generation of DCs from human and murine HSPCs in combination with other cytokines [26], a recent study reported inflammation-induced elimination of differentiated myeloid progenitors by TNFα in the bone marrow [35]. In the same study, however, TNFα treatment of mice prevented necroptosis in hematopoietic stem cells and initiated emergency myelopoiesis through NF-kB-dependent mechanisms, hence promoting HSPC regeneration [35]. TNFα itself can directly and rapidly upregulate PU.1 protein in HSCs by recruiting NF-κB to bind to the enhancer element of PU.1 [36]. Concerning C/EBPα though, inflammatory cytokines were also shown to restore formation of GMPs and mature granulocytes from *Cebpa* KO fetal liver cells in culture and in vivo [37]. In mouse models of acute myeloid leukemia (AML) using *MLL-AF9* and *MOZ-TIF2* fusion genes, C/EBPα-induced formation of GMPs was critical for leukemia development, since deletion of *Cebpa* prevented initiation of AML. Interestingly, treatment of *Cebpa* KO HSPCs of these mice with inflammatory cytokines reestablished AML transformation capacity [38]. Together with our results, these data indicate that distinct inflammatory cytokines like TNFα can restore transcriptional activity in early myeloid differentiation in the absence of C/EBPα. However, the exact mechanisms involved in this process remain to be established.

## 5. Conclusions

Using the *Cebpa* reporter as well as inducible KO mouse models, we identified an important role of C/EBPα in early DC development. Specifically, C/EBPα was needed for the formation of MDPs and their transition to CDPs. The inflammatory cytokine TNFα at least partially rescued DC development in *Cebpa* KO HSPCs by overcoming this block in early differentiation.

## Figures and Tables

**Figure 1:**
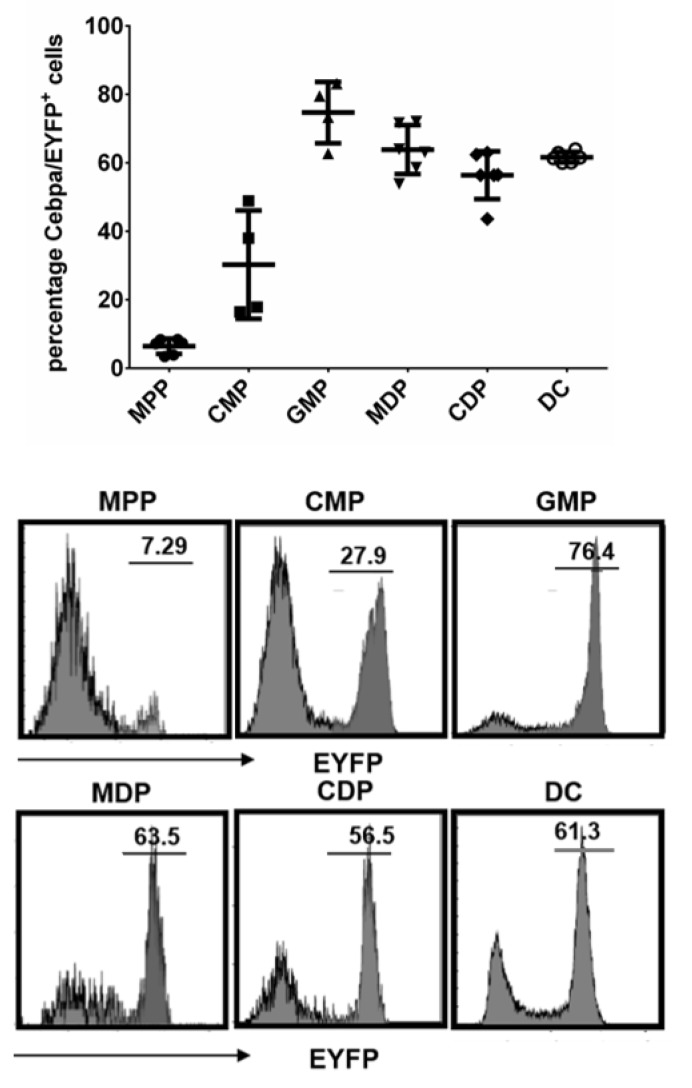
*Cebpa*/EYFP expression in distinct progenitor cell compartments and mature splenic CD11c^+^MHCII^+^ dendritic cells (DCs). Data represent the mean (+ SD) percentage of *Cebpa*/EYFP^−^ positive cells of the given subpopulation obtained from 4–6 mice.

**Figure 2:**
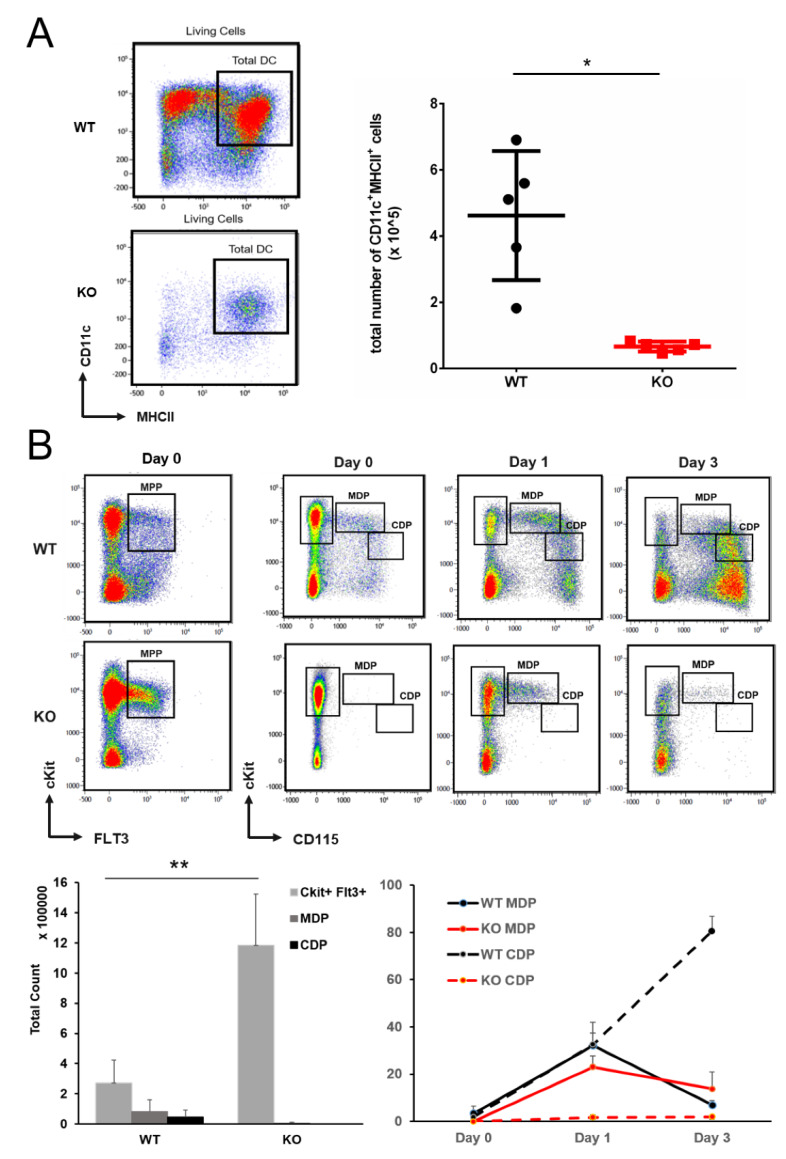
C/EBPα is needed for FMS-related tyrosine kinase-3 ligand (FLT3L)-induced DC development. (**A**) FLT3L-induced in vitro formation of mature CD11c^+^MHCII^+^ DC is significantly reduced in *Cebpa* KO, as compared to WT hematopoietic stem and progenitor cells (HSPCs) (*p* < 0.01, *n* = 5 mice per group). Results are representative from three independent experiments. A representative flow cytometry plot for the analysis of mature CD11c^+^MHCII^+^ DC is shown on the left side (upper panel: WT, lower panel: KO). (**B**) Despite higher numbers of FLT3^+^CD117^+^ progenitors at day 0 (lower left panel), analysis of early differentiation after FLT3L treatment in vitro reveals a reduced formation of monocytic dendritic cell progenitors (MDPs) and a block of transition towards common dendritic cell progenitors (CDPs) in KO HSPCs. Cells were analyzed by flow cytometry on days 0, 1, and 3 of culture (upper panels: WT, lower panels: KO). The percentage of MDPs and CDPs of total CD117^+^ HSPCs on days 1 and 3 are given in the right lower panel. All data represent mean + SD of 5 mice (* *p* < 0.01, ** *p* < 0.001).

**Figure 3:**
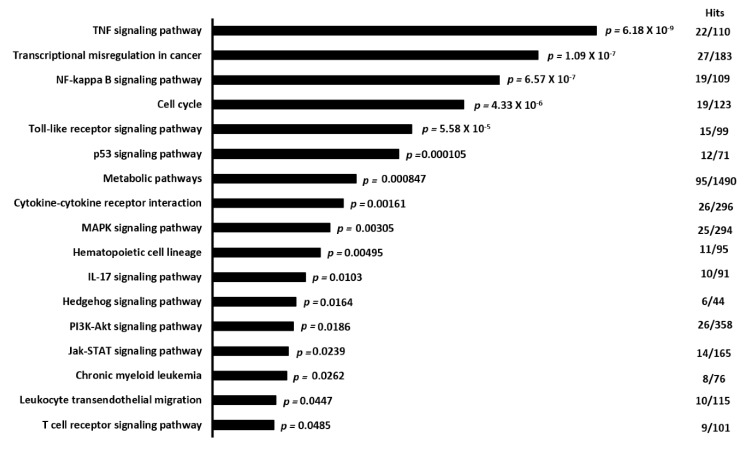
Pathway analysis of modulated genes between WT and KO HSPCs after FLT3L treatment. Bars represent the significance of hits. On the right, the number of differentially expressed genes (hits) as well as total number of genes per pathway are given.

**Figure 4:**
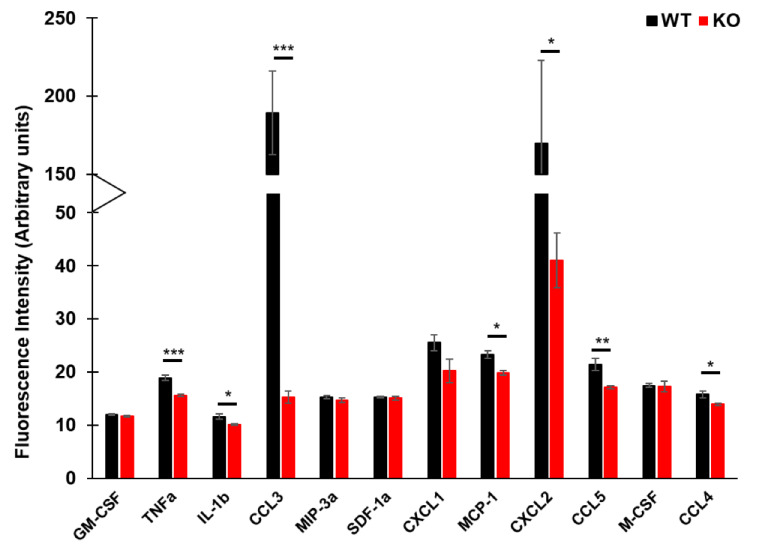
Bioplex analysis of various cytokines and chemokines from supernatants isolated from FLT3L-treated WT and KO HSPCs (*n* = 6 mice, * *p* < 0.01, ** *p* < 0.001, and *** *p* < 0.0001).

**Figure 5:**
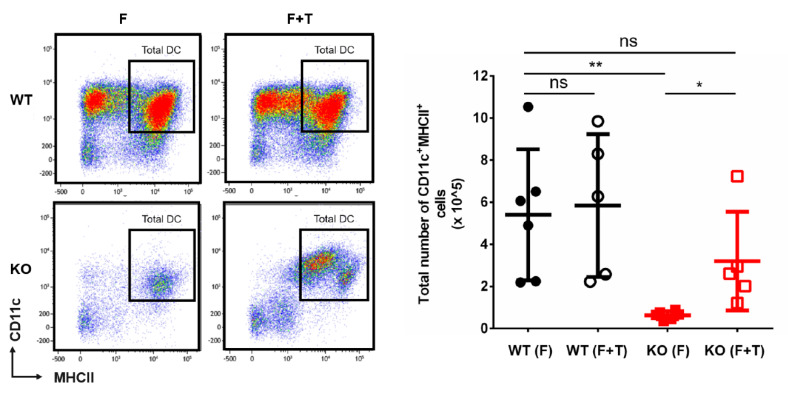
Addition of TNF rescues formation of mature DCs in the absence of *Cebpa*. In vitro formation of CD11c^+^MHCII^+^ DCs is increased, when KO HSPCs are cultured with a combination of FLT3L (F) and TNFα (T), as compared to FLT3L only. Data represent mean + SD (*n* = 5–6 mice, * *p* < 0.01, ** *p* < 0.001; NS denotes nonsignificant).

**Figure 6:**
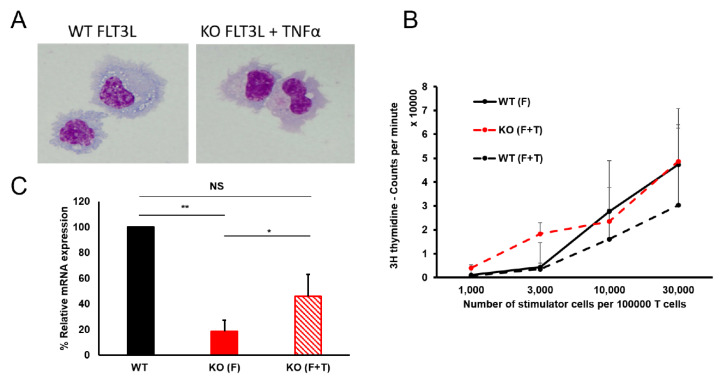
DCs formed from KO HSPCs by TNFα and FLT3L are functionally active. (**A**) Morphological comparison of DCs from WT HSPCs treated with FLT3L and DCs of KO HSPCs treated with TNFα and FLT3L for 8 days. (**B**) Allogenic MLR after 5 days of stimulation shows comparable T-cell activation potential of DCs from WT HSPCs treated with FLT3L and DCs of KO HSPCs treated with TNFα and FLT3L. Data represent mean + SD (*n* = 4–6 mice). (**C**) RT qPCR analysis shows an increase in expression of *Cx3cr1* in KO HSPCs treated for 4 h with TNFα and FLT3L, as compared to FLT3L only. Data represent fold change relative to WT normalized with two endogenous housekeeping genes (*n* = 3 mice, * *p* < 0.05, ** *p* < 0.01; NS denotes nonsignificant).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/5/1223/s1. Supplementary Table S1: Reagents, antibodies, and resources used in this study; supplementary Table S2: TaqMan probes used in this study; supplementary Table S3: Cytokines analyzed using BioPlex™ assay; supplementary Figure S1: qPCR analysis of *Cebpa* expression in HSPCs; supplementary Figure S2: Gating strategy of MDPs and CDPs; supplementary Figure S3: Gating strategy of DCs after in vitro generation; supplementary Figure S4: Analysis of *Cebpa* mRNA expression in DC progenitors; supplementary Figure S5: Venn diagram summarizing microarray analysis; supplementary Figure S6: Pathway analysis of additional gene lists; supplementary Figure S7: Volcano-based visualization; supplementary Figure S8: Pathway analysis of differentially regulated genes in unstimulated WT vs. KO HSPCs; supplementary Figure S9: Flow cytometry plots for CD11c^+^MHCII^+^ cells after addition of MIP1a or MIP2; supplementary Figure S10: Flow cytometry plots for CD11c^+^MHCII^+^ cells after stimulation of KO HSPCs with FLT3L and increasing amounts of TNFα; supplementary Figure S11: Generation of CD11c^+^MHCII^+^ DCs in WT HSPCs after stimulation with FLT3L or TNFα alone or a combination of both cytokines; supplementary Figure S12: Transcription factor binding site analysis.

## References

[1] Banchereau J., Steinman R.M. (1998). Dendritic cells and the control of immunity. Nature.

[2] Arinobu Y., Mizuno S.I., Chong Y., Shigematsu H., Iino T., Iwasaki H., Graf T., Mayfield R., Chan S., Kastner P. (2007). Reciprocal activation of GATA-1 and PU.1 marks initial specification of hematopoietic stem cells into myeloerythroid and myelolymphoid lineages. Cell Stem Cell.

[3] Geissmann F., Manz M.G., Jung S., Sieweke M.H., Merad M., Ley K. (2010). Development of monocytes, macrophages, and dendritic cells. Science.

[4] Belz G.T., Nutt S.L. (2012). Transcriptional programming of the dendritic cell network. Nat. Rev. Immunol..

[5] Merad M., Sathe P., Helft J., Miller J., Mortha A. (2013). The dendritic cell lineage: Ontogeny and function of dendritic cells and their subsets in the steady state and the inflamed setting. Annu. Rev. Immunol..

[6] Murphy T.L., Grajales-Reyes G.E., Wu X., Tussiwand R., Briseño C.G., Iwata A., Kretzer N.M., Durai V., Murphy K.M. (2016). Transcriptional control of dendritic cell development. Annu. Rev. Immunol..

[7] Anderson K.L., Perkin H., Surh C.D., Venturini S., Maki R.A., Torbett B.E. (2000). Transcription factor PU.1 is necessary for development of thymic and myeloid progenitor-derived dendritic cells. J. Immunol..

[8] Carotta S., Dakic A., D’Amico A., Pang S.H.M., Greig K.T., Nutt S.L., Wu L. (2010). The transcription factor PU.1 controls dendritic cell development and Flt3 cytokine receptor expression in a dose-dependent manner. Immunity.

[9] Schiavoni G., Mattei F., Sestili P., Borghi P., Venditti M., Morse H.C., Belardelli F., Gabriele L. (2002). ICSBP is essential for the development of mouse type I interferon-producing cells and for the generation and activation of CD8α+ dendritic cells. J. Exp. Med..

[10] Hacker C., Kirsch R.D., Ju X.S., Hieronymus T., Gust T.C., Kuhl C., Jorgas T., Kurz S.M., Rose-John S., Yokota Y. (2003). Transcriptional profiling identifies Id2 function in dendritic cell development. Nat. Immunol..

[11] Ohlsson E., Schuster M.B., Hasemann M., Porse B.T. (2016). The multifaceted functions of C/EBPα in normal and malignant haematopoiesis. Leukemia.

[12] Zhang D.E., Zhang P., Wang N.D., Hetherington C.J., Darlington G.J., Tenen D.G. (1997). Absence of granulocyte colony-stimulating factor signaling and neutrophil development in CCAAT enhancer binding protein α-deficient mice. Proc. Natl. Acad. Sci. USA.

[13] Zhang P., Iwasaki-Arai J., Iwasaki H., Fenyus M.L., Dayaram T., Owens B.M., Shigematsu H., Levantini E., Huettner C.S., Lekstrom-Himes J.A. (2004). Enhancement of hematopoietic stem cell repopulating capacity and self-renewal in the absence of the transcription factor C/EBPα. Immunity.

[14] Hasemann M.S., Lauridsen F.K.B., Waage J., Jakobsen J.S., Frank A.K., Schuster M.B., Rapin N., Bagger F.O., Hoppe P.S., Schroeder T. (2014). C/EBPα is required for long-term self-renewal and lineage priming of hematopoietic stem cells and for the maintenance of epigenetic configurations in multipotent progenitors. PLoS Genet..

[15] Wölfler A., Danen-van Oorschot A.A., Haanstra J.R., Valkhof M., Bodner C., Vroegindeweij E., Van Strien P., Novak A., Cupedo T., Touw I.P. (2010). Lineage-instructive function of C/EBPα in multipotent hematopoietic cells and early thymic progenitors. Blood.

[16] Welner R.S., Bararia D., Amabile G., Czibere A., Benoukraf T., Bach C., Wansa K.D.S.A., Ye M., Zhang H., Iino T. (2013). C/EBPA is required for development of dendritic cell progenitors. Blood.

[17] Caraffini V., Geiger O., Rosenberger A., Hatzl S., Perfler B., Berg J.L., Lim C., Strobl H., Kashofer K., Schauer S. (2019). Loss of RAF kinase inhibitor protein is involved in myelomonocytic differentiation and aggravates RAS-driven myeloid leukemogenesis. Haematologica.

[18] Naik S.H., Sathe P., Park H.Y., Metcalf D., Proietto A.I., Dakic A., Carotta S., O’Keeffe M., Bahlo M., Papenfuss A. (2007). Development of plasmacytoid and conventional dendritic cell subtypes from single precursor cells derived In Vitro and In Vivo. Nat. Immunol..

[19] Hulsen T., de Vlieg J., Alkema W. (2008). BioVenn—A web application for the comparison and visualization of biological lists using area-proportional Venn diagrams. BMC Genom..

[20] Xia J., Gill E.E., Hancock R.E.W. (2015). Network analyst for statistical, visual and network-based meta-analysis of gene expression data. Nat. Protoc..

[21] Zhou G., Soufan O., Ewald J., Hancock R.E.W., Basu N., Xia J. (2019). NetworkAnalyst 3.0: A visual analytics platform for comprehensive gene expression profiling and meta-analysis. Nucleic Acids Res..

[22] Strobl H., Scheinecker C., Riedl E., Csmarits B., Bello-Fernandez C., Pickl W.F., Majdic O., Knapp W. (1998). Identification of CD68+lin- peripheral blood cells with dendritic precursor characteristics. J. Immunol..

[23] Schlenner S.M., Madan V., Busch K., Läufle C., Costa C., Blum C., Fehling H.J., Rodewald H.R. (2010). Fate mapping reveals separate origins of T cells and myeloid lineages in the thymus. Immunity.

[24] Ye M., Zhang H., Amabile G., Yang H., Staber P.B., Zhang P., Levantini E., Alberich-Jordà M., Zhang J., Kawasaki A. (2013). C/EBPa controls acquisition and maintenance of adult haematopoietic stem cell quiescence. Nat. Cell Biol..

[25] Weigel B.J., Nath N., Taylor P.A., Panoskaltsis-Mortari A., Chen W., Krieg A.M., Brasel K., Blazar B.R. (2002). Comparative analysis of murine marrow-derived dendritic cells generated by Flt3L or GM-CSF/IL-4 and matured with immune stimulatory agents on the In Vivo induction of antileukemia responses. Blood.

[26] Shortman K., Naik S.H. (2007). Steady-state and inflammatory dendritic-cell development. Nat. Rev. Immunol..

[27] Schmid M.A., Kingston D., Boddupalli S., Manz M.G. (2010). Instructive cytokine signals in dendritic cell lineage commitment. Immunol. Rev..

[28] Onai N., Obata-Onai A., Tussiwand R., Lanzavecchia A., Manz M.G. (2006). Activation of the Flt3 signal transduction cascade rescues and enhances type I interferon-producing and dendritic cell development. J. Exp. Med..

[29] Pundhir S., Bratt Lauridsen F.K., Schuster M.B., Jakobsen J.S., Ge Y., Schoof E.M., Rapin N., Waage J., Hasemann M.S., Porse B.T. (2018). Enhancer and transcription factor dynamics during myeloid differentiation reveal an early differentiation block in cebpa null progenitors. Cell Rep..

[30] Madsen M.S., Siersbaek R., Boergesen M., Nielsen R., Mandrup S. (2014). Peroxisome proliferator-activated receptor and C/EBP synergistically activate key metabolic adipocyte genes by assisted loading. Mol. Cell. Biol..

[31] Fogg D., Sibon C., Miled C., Jung S., Aucouturier P., Littman D.R., Cumano F.G. (2006). A clonogenic bone marrow progenitor specific for macrophages and dendritic cells. Science.

[32] Łyszkiewicz M., Witzlau K., Pommerencke J., Krueger A. (2011). Chemokine receptor CX3CR1 promotes dendritic cell development under steady-state conditions. Eur. J. Immunol..

[33] Sutti S., Bruzzì S., Heymann F., Liepelt A., Krenkel O., Toscani A., Ramavath N., Cotella D., Albano E., Tacke F. (2019). CX3CR1 mediates the development of monocyte-derived dendritic cells during hepatic inflammation. Cells.

[34] Ouaaz F., Arron J., Zheng Y., Choi Y., Beg A.A. (2002). Dendritic cell development and survival require distinct NF-κB subunits. Immunity.

[35] Yamashita M., Passegué E. (2019). TNF-α coordinates hematopoietic stem cell survival and myeloid regeneration. Cell Stem Cell.

[36] Etzrodt M., Ahmed N., Hoppe P.S., Loeffler D., Skylaki S., Hilsenbeck O., Kokkaliaris K.D., Kaltenbach H.M., Stelling J., Nerlov C. (2019). Inflammatory signals directly instruct PU.1 in HSCs via TNF. Blood.

[37] Hirai H., Zhang P., Dayaram T., Hetherington C.J., Mizuno S.I., Imanishi J., Akashi K., Tenen D.G. (2006). C/EBPβ is required for “emergency” granulopoiesis. Nat. Immunol..

[38] Ye M., Zhang H., Yang H., Koche R., Staber P.B., Cusan M., Levantini E., Welner R.S., Bach C.S., Zhang J. (2015). Hematopoietic differentiation is required for initiation of acute myeloid leukemia. Cell Stem Cell.

# Supplementary material for: TNFα Rescues Dendritic Cell Development in Hematopoietic Stem and Progenitor Cells Lacking C/EBPα
**Source:** Cells. 2020 May 15;9(5):1223. doi: 10.3390/cells9051223
**Supplement:** Supplementary file 1

**Supplementary Table S1: Reagents, Antibodies and resources used in the study**

| Reagent/Resource                                                                | Supplier                                  | Identifier        |
|---------------------------------------------------------------------------------|-------------------------------------------|-------------------|
| <b>Antibodies</b>                                                               |                                           |                   |
| Biotin Mouse Lineage Panel                                                      | BD bioscience                             | # 559971          |
| PE-Cy7 conjugated Ly6 - A/E (sca1) (Clone D7)                                   | eBioscience                               | # 25-5981-82      |
| APC conjugated CD117(Ckit) (Clone 2B8)                                          | BD pharmigen                              | # 553356          |
| 7-AAD                                                                           | BD pharmigen                              | # 559925          |
| APC conjugated CD11c (Clone HL3)                                                | BD pharmigen                              | # 550261          |
| APC-Cy7 conjugated MHC II (Clone M5/114.15.2)                                   | Biolegend                                 | # 107627          |
| PE-Cy7 conjugated CD117(Ckit) (Clone 2B8)                                       | eBioscience                               | # 25-1171-82      |
| APC conjugated FLT3 (Clone A2F10)                                               | Biolegend                                 | # 135310          |
| PE-Conjugated CD115 (Clone AFS98)                                               | eBioscience                               | # 12-1152-82      |
| <b>Arrays</b>                                                                   |                                           |                   |
| GeneChip™ Mouse Gene 2.0 ST Array                                               | Affymetrix                                | # 902119          |
| Bio-Plex™ Cytokine Assay (Custom Analyte array)                                 | Bio Rad Laboratories                      | See supp table S3 |
| <b>Chemicals, Commercial assays and Recombinant Proteins</b>                    |                                           |                   |
| pIpC (Polyinosinic-polycytidylic acid sodium salt)                              | Sigma Aldrich                             | # P0913           |
| Pharm Lyse 10x - Lysing Buffer                                                  | BD bioscience                             | # 555899          |
| Mouse Hematopoietic Progenitor Cell Enrichment Set (Lineage Depletion Cocktail) | BD Biosciences                            | # 558451          |
| IMag Buffer                                                                     | BD Biosciences                            | # 552362          |
| Recombinant Human Flt3-Ligand                                                   | Peprotech                                 | # 300-19          |
| Recombinant Murine TNF-α                                                        | Peprotech                                 | # 315 - 01A       |
| RNeasy MicroKit (50)                                                            | Qiagen                                    | # 74004           |
| High-Capacity cDNA Reverse Transcription Kit                                    | Applied Biosystems                        | # 4368814         |
| TaqMan assays for RT-qPCR                                                       | Applied biosystems                        | # 4453320         |
| <b>Experimental Models</b>                                                      |                                           |                   |
| Mx1-Cre Cebpa F/F ( Cebpa inducible Knockout mice)                              | Zhang DE et al. , 1997                    |                   |
| Cebpa-Cre EYFP ( Lineage fluorescent tracer mice)                               | Wölfler A et al. , 2010                   |                   |
| <b>Softwares</b>                                                                |                                           |                   |
| Kaluza Analysis Software                                                        | Beckman Coulter                           |                   |
| Gene Expression Console v1.1                                                    | Affymetrix                                |                   |
| BioVenn - Venn Diagrams                                                         | Hulsen T et al. , 2008                    |                   |
| Network Analyst 3.0                                                             | Xia J et al. , 2013, Zhou G et al. , 2019 |                   |
| Prism 6                                                                         | GraphPad                                  |                   |
| <b>Others</b>                                                                   |                                           |                   |
| BD FACS LSR II                                                                  | BD Bioscience                             |                   |
| LightCycler 480 instrument                                                      | Roche                                     |                   |
| BD FACS Aria                                                                    | BD Bioscience                             |                   |

**Supplementary Table S2:** TaqMan Probes used in the study

| <b>Gene Name</b> | <b>Assay ID</b> |
|------------------|-----------------|
| Cebpa            | Mm00514283_s1   |
| Gapdh            | Mm99999915_g1   |
| $\beta$ -Actin   | Mm02619580_g1   |
| Cx3Cr1           | Mm02620111_s1   |

**Supplemental Table S3:** Cytokines analysed using BioPlex™ assay

|                    |            |
|--------------------|------------|
| CCL2/JE/MCP-1      | G-CSF      |
| CCL3/MIP-1 alpha   | GM-CSF     |
| CCL4/MIP-1 beta    | IFN-gamma  |
| CCL5/RANTES        | IL-1 alpha |
| CCL20/MIP-3 alpha  | IL-1 beta  |
| CXCL1/KC           | IL-4       |
| CXCL2/MIP-2        | M-CSF      |
| CXCL10/IP-10/CRG-2 | TNF-alpha  |
| CXCL12/SDF-1 alpha |            |

### Cebpa q-PCR

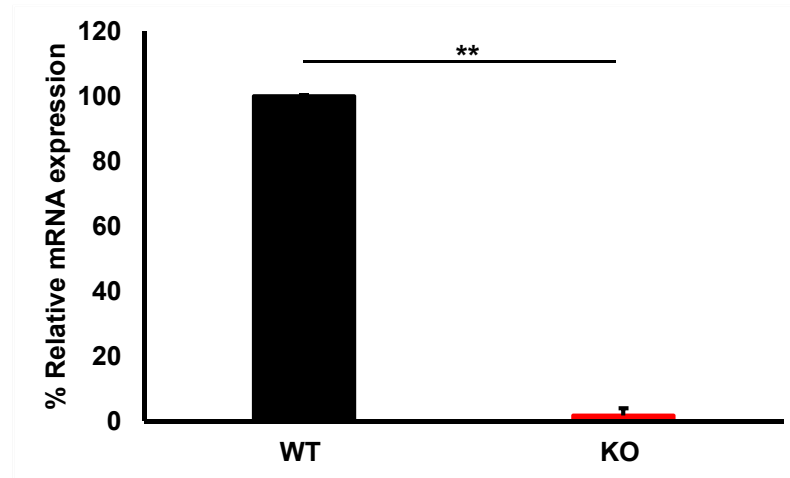

**Supplementary Figure S1: qPCR analysis of *Cebpa* expression in HSPCs.** qPCR analysis of HSPCs isolated from Mx1<sup>Cre</sup>/*Cebpa*<sup>F/F</sup> (KO) mice and their *Cebpa*<sup>F/F</sup> (WT) littermates reveals almost absent *Cebpa* expression in KO HSPCs. (n=3 mice, \*\* p < 0.01).

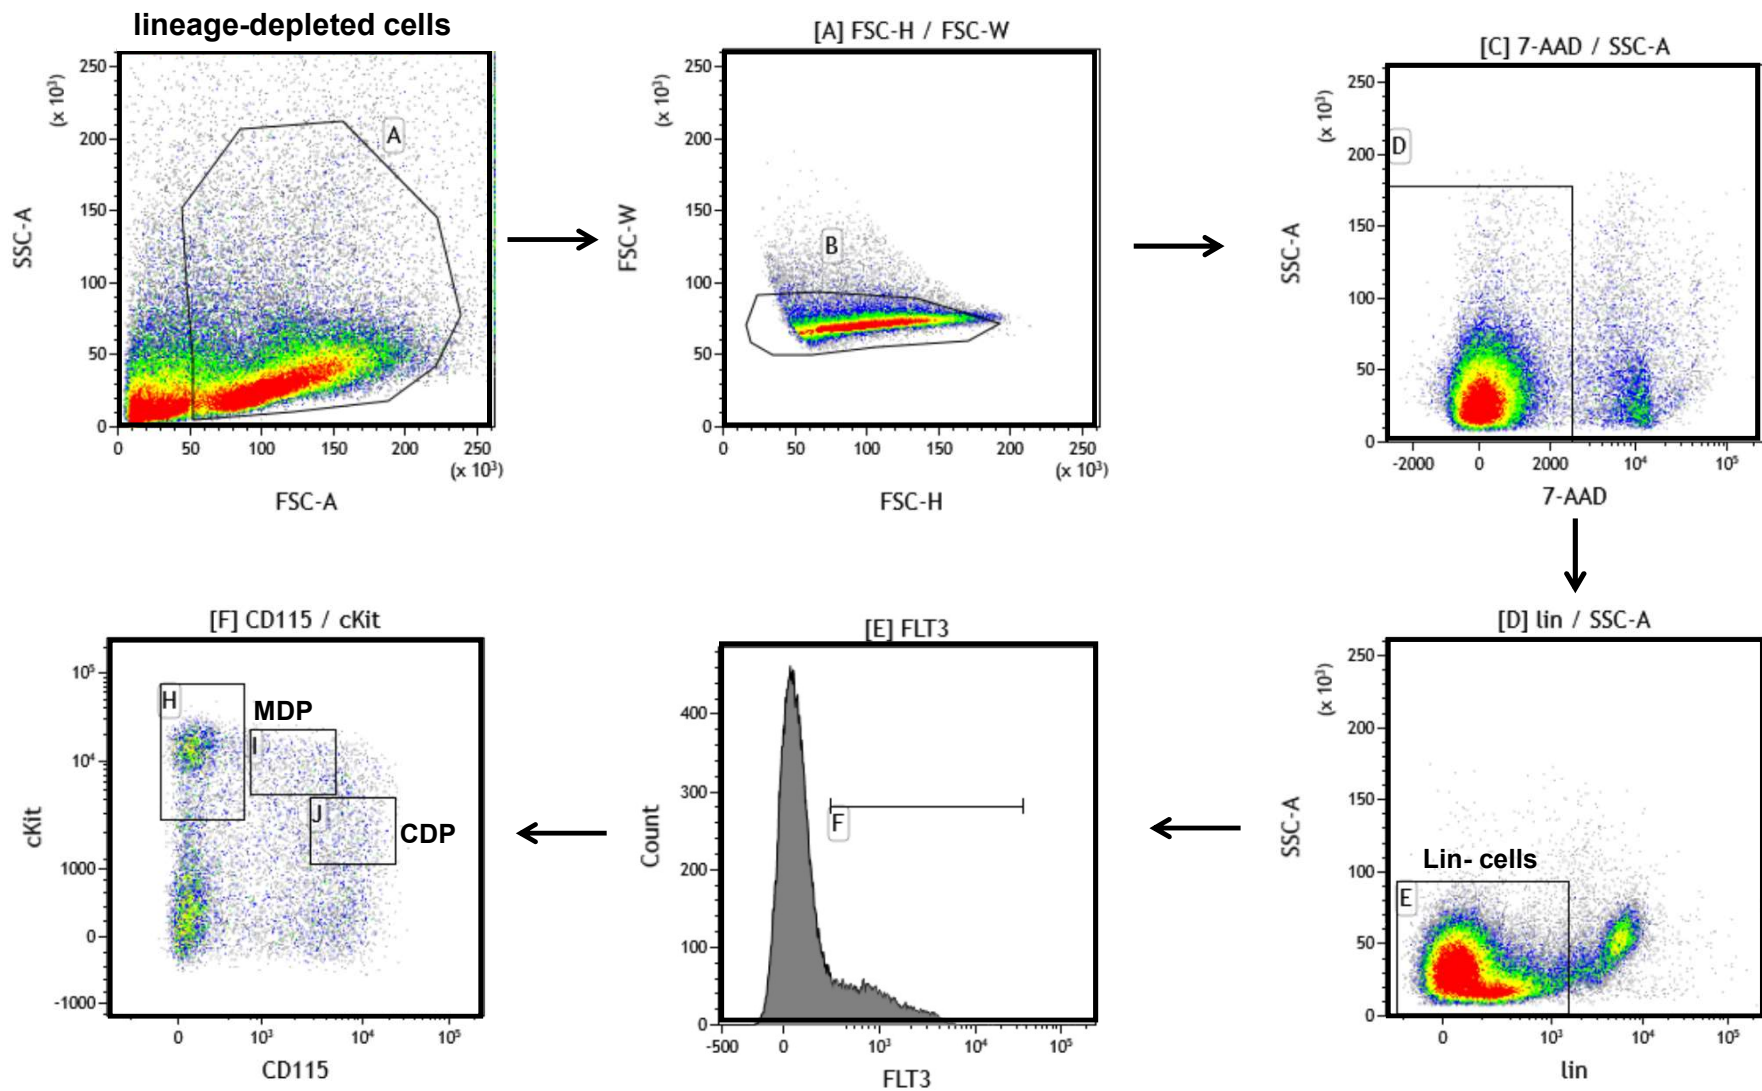

Supplementary Figure S2: Gating strategy of MDPs and CDPs of bone marrow cells after lineage depletion.

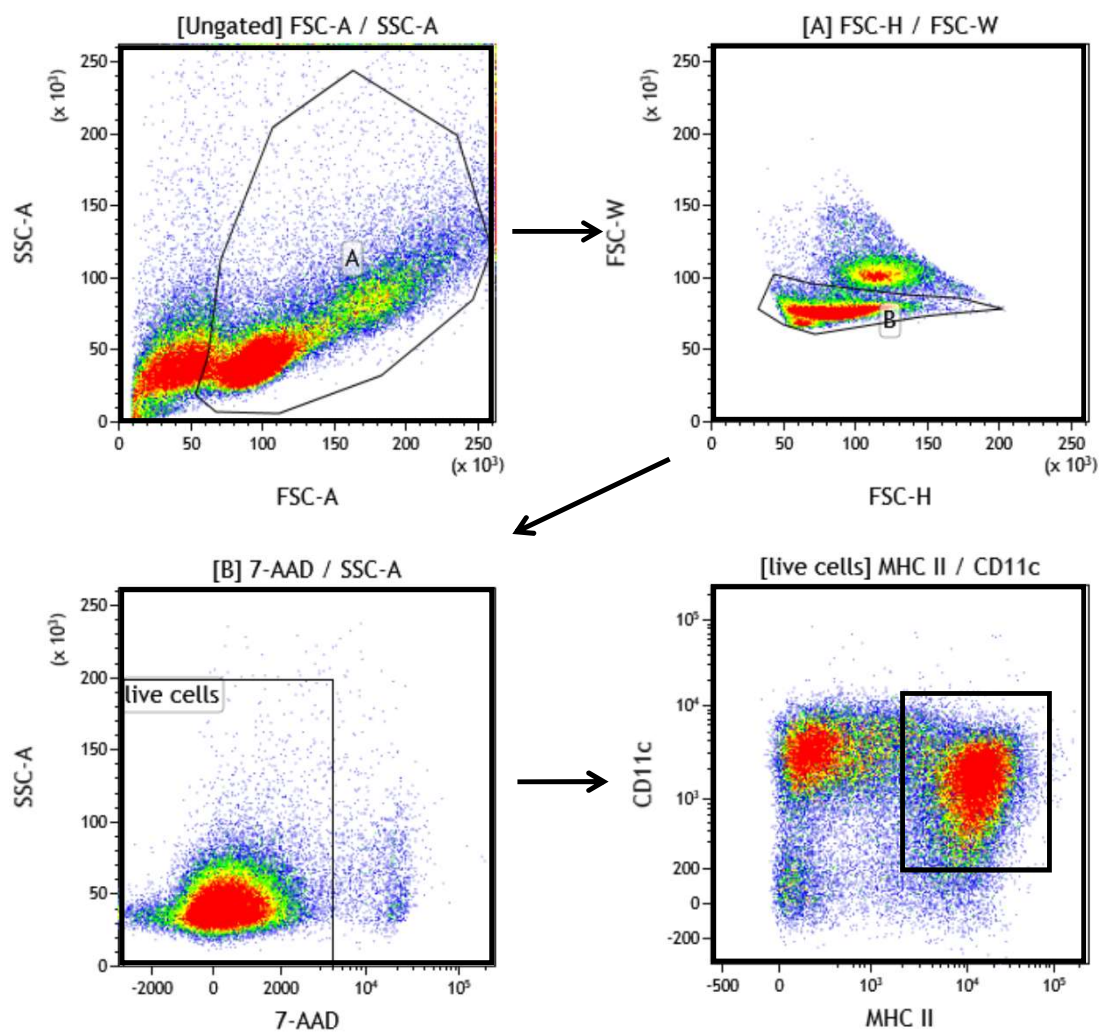

**Supplementary Figure S3: Gating strategy of DCs after in vitro generation using FLT3L stimulation for 8 days**

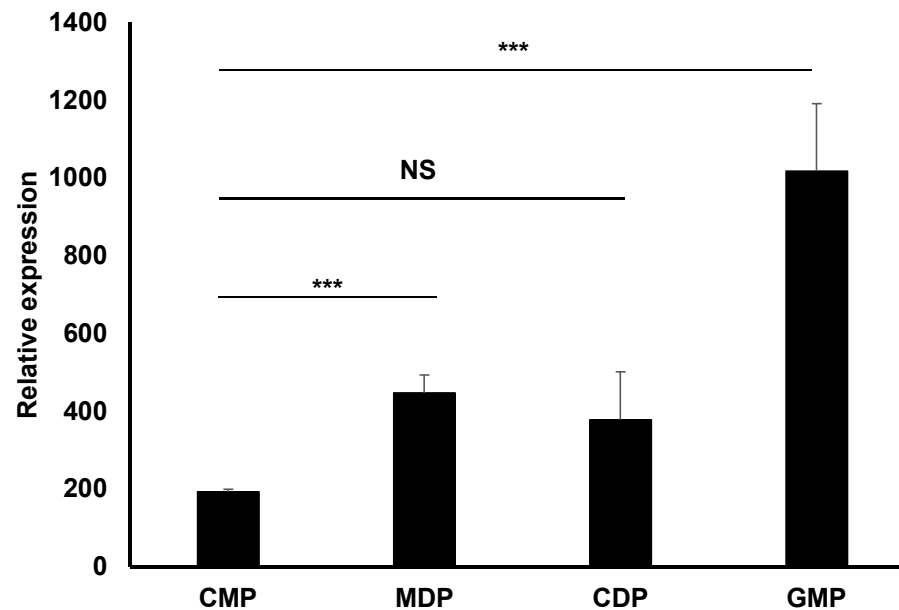

**Supplementary Figure S4: Analysis of Cebpa mRNA expression in DC progenitors.** Gene expression data from Miller et al., Nature Immunology 2012 (GEO: GSE15907) including CMPs, MDPs, CDPs and GMPs were analyzed. We observed an increased Cebpa expression in MDPs and CDPs as compared to CMPs. As expected from the results of the Cebpa Cre EYFP mice, the highest Cebpa expression was observed in GMPs ( \*\*\*  $p < 0.001$ ; NS denotes not significant).

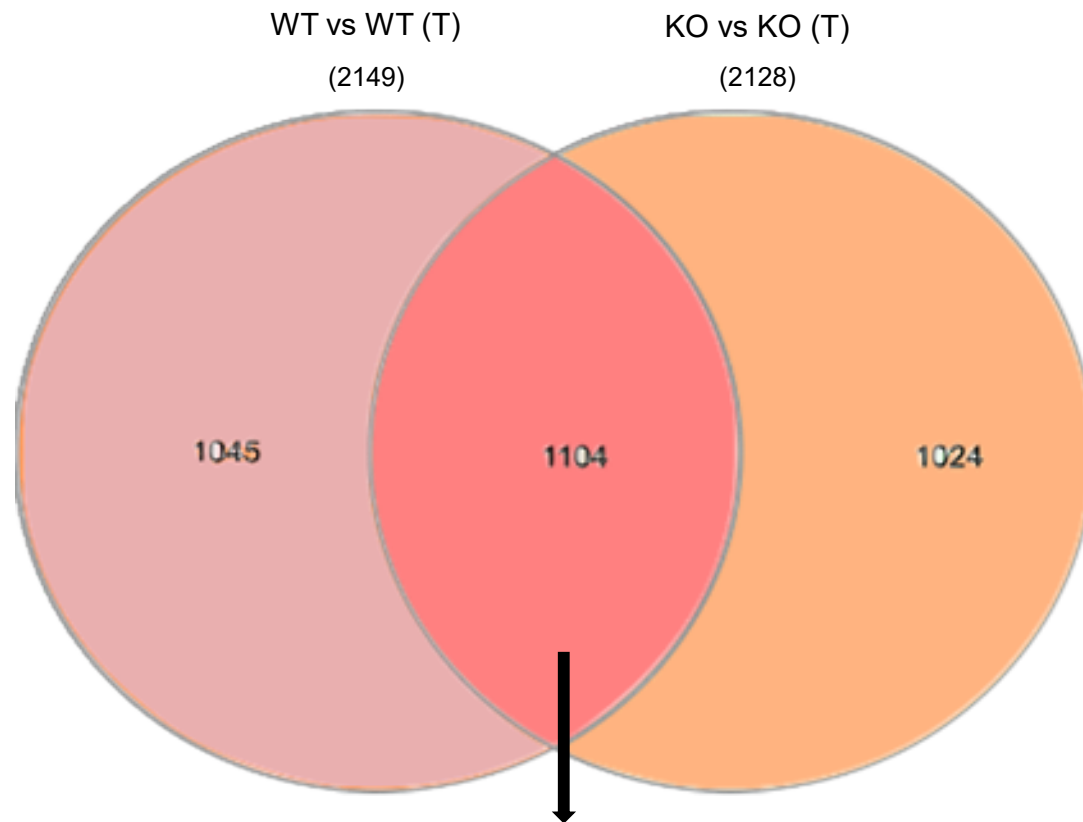

230/1104 overlapping genes were differentially regulated between WT and KO

**Supplementary Figure S5: Venn diagram summarizing microarray analysis.** Venn diagram showing the overlap between differentially regulated genes during DC development, in the presence and absence of Cebpa. All gene included in the for analysis show >1.5 fold difference with a FDR5% corrected significance < 0.05.

A.

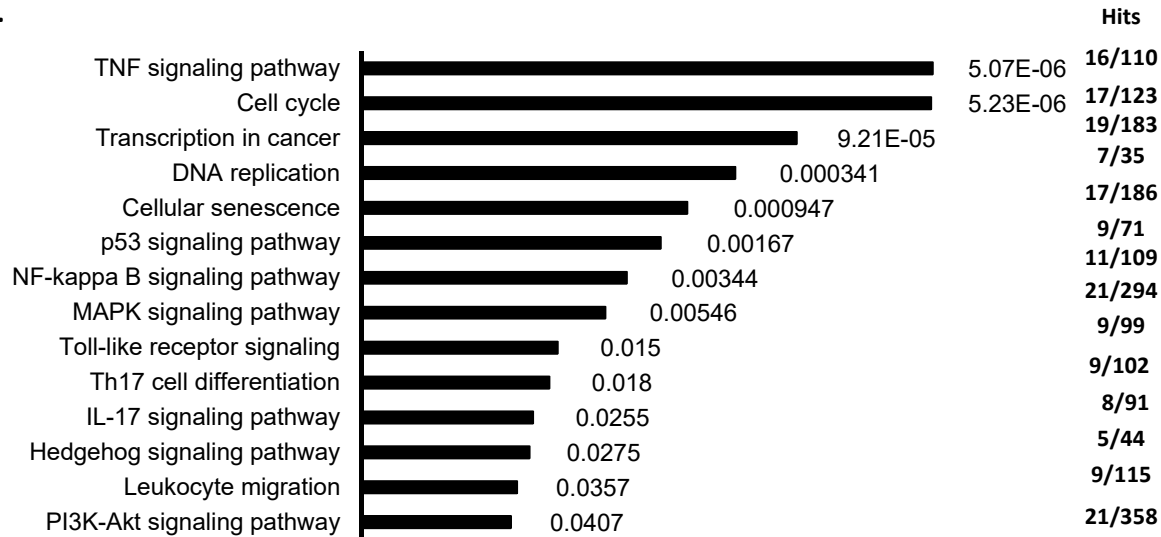

B.

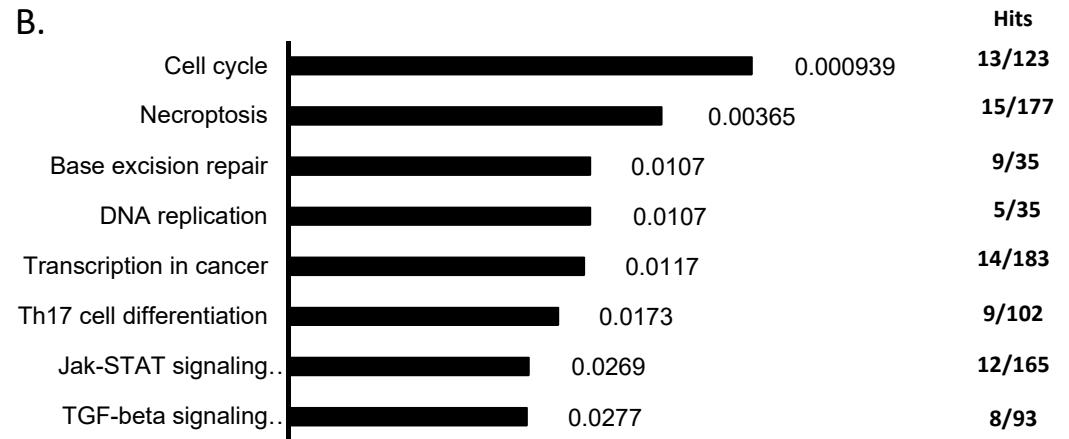

**Supplementary Figure S6: Pathway analysis of additional gene lists.** Pathway analysis of gene lists differentially regulated exclusively in A. WT vs WT(T) (1045) and B. KO vs KO (T) (1024).

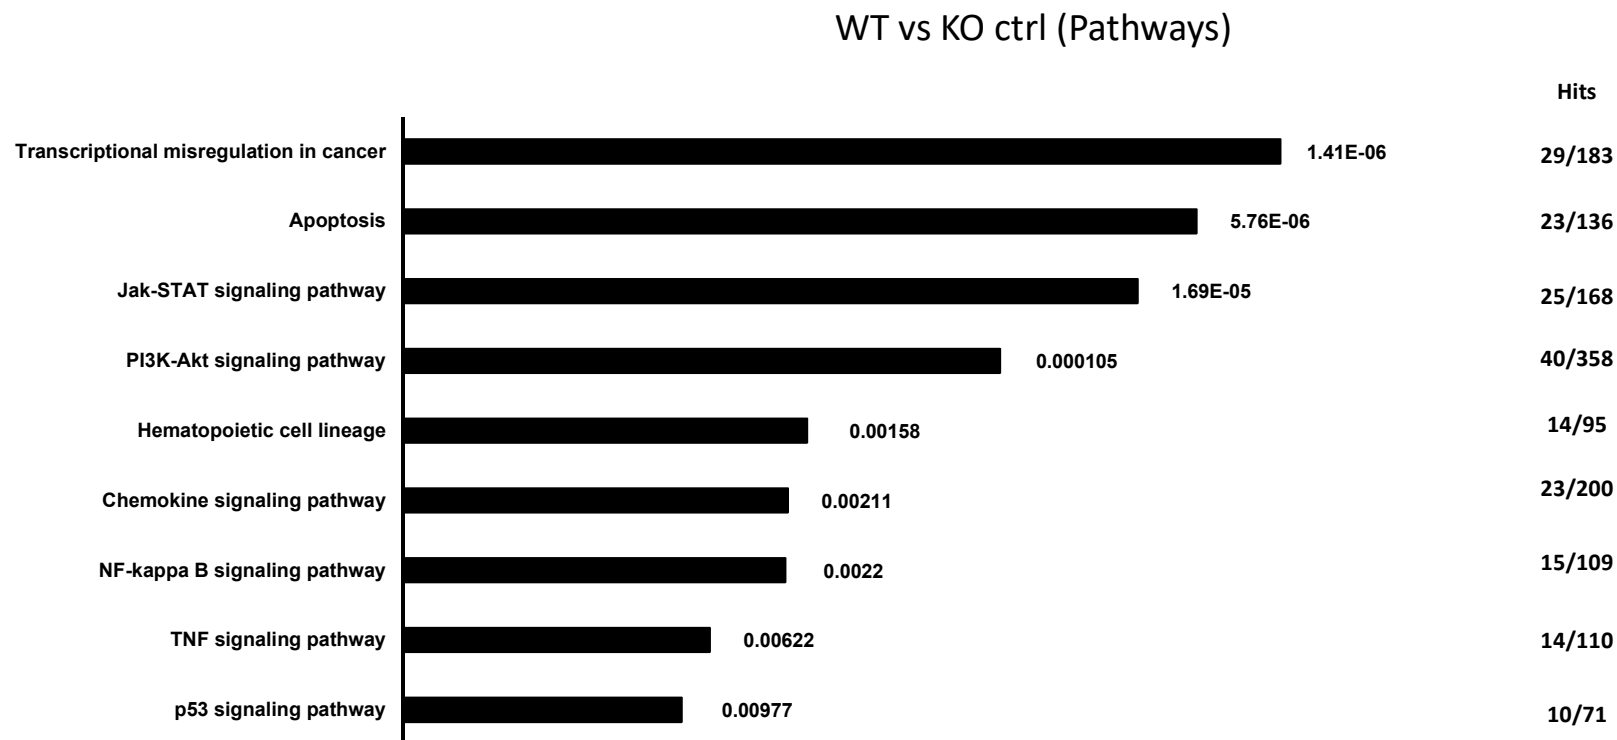

**Supplementary Figure S8: Pathway analysis of differentially regulated genes in unstimulated WT vs. KO HSPCs.** Pathway analysis of gene lists differentially regulated between unstimulated HSPCs of WT vs KO mice.

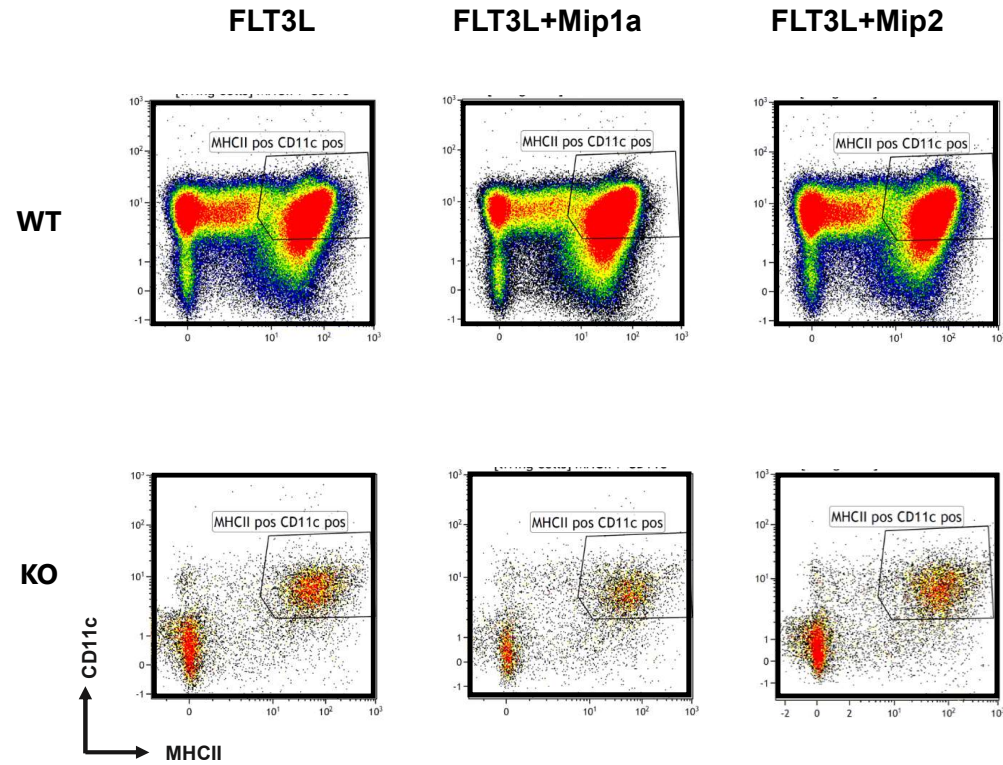

**Supplementary Figure S9: Generation of CD11c<sup>+</sup>MHCII<sup>+</sup> DCs in WT and KO HSPCs after stimulation with FLT3 +/- MIP1a or MIP2.** Flow cytometric plots showing a lack of effect of MIP1a or MIP2 addition in KO HSPCs upon *in vitro* culture in presence of FLT3L.

## KO HSPCs

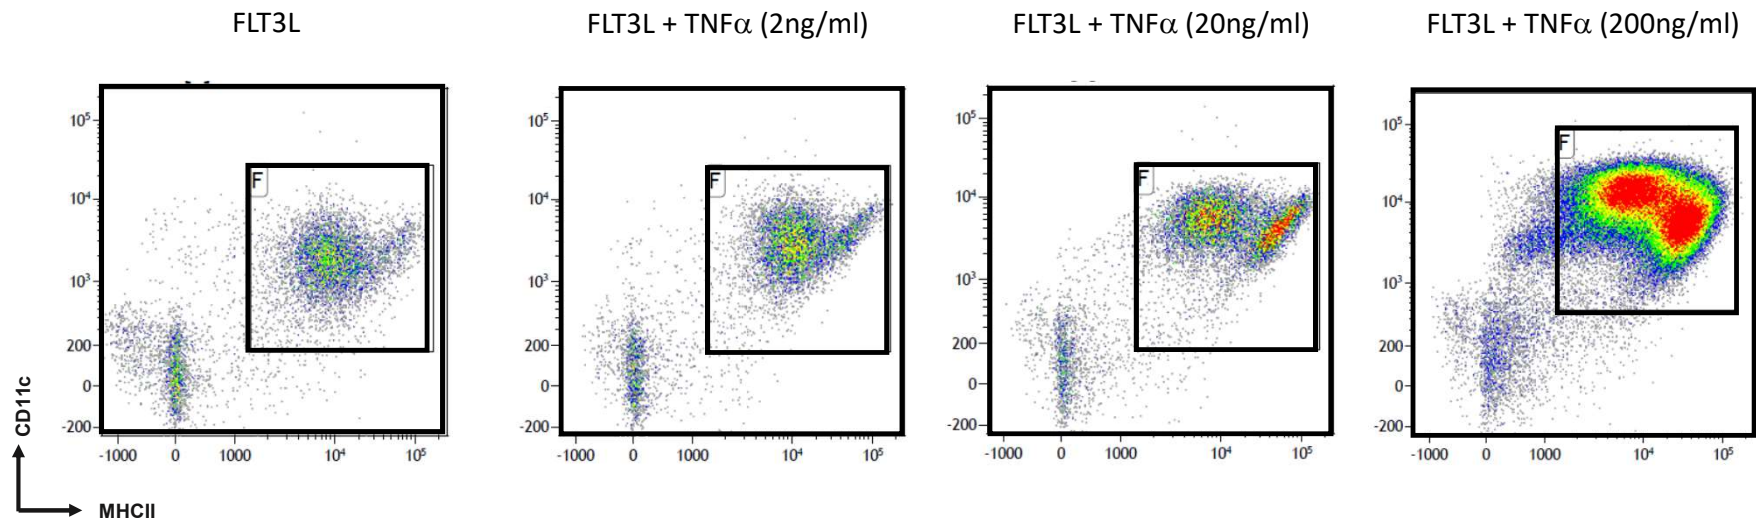

**Supplementary Figure S10: Generation of CD11c<sup>+</sup>MHCII<sup>+</sup> DCs in KO HSPCs after stimulation with FLT3L and increasing amounts of TNF $\alpha$ .**

WT mice

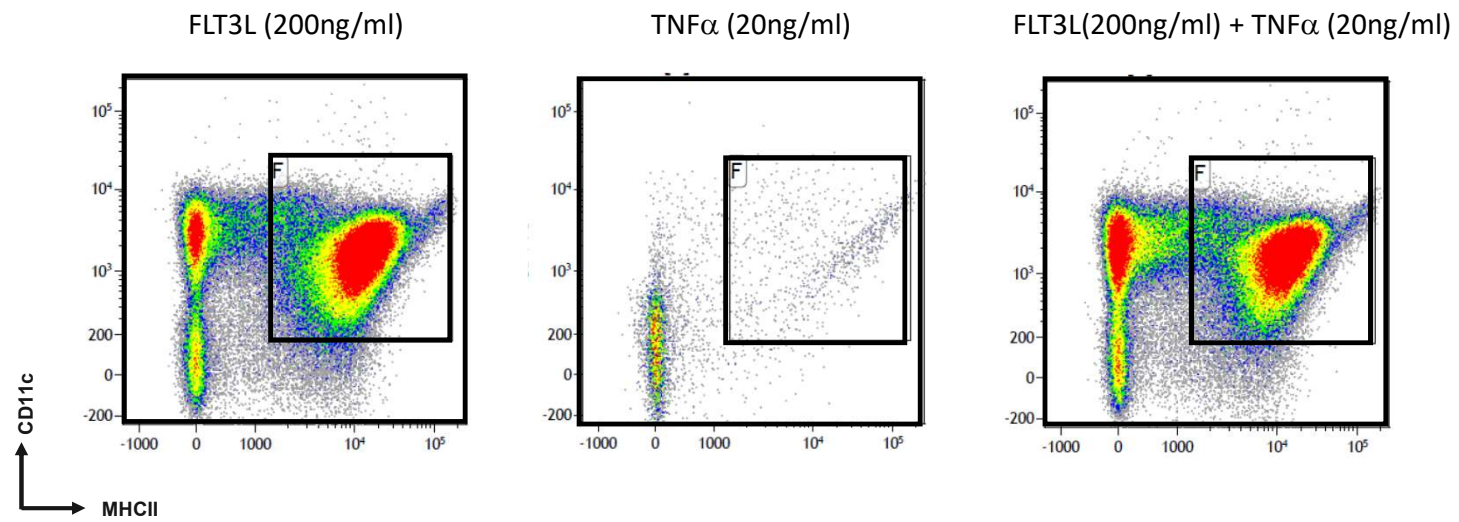

**Supplementary Figure S11: Generation of CD11c<sup>+</sup>MHCII<sup>+</sup> DCs in WT HSPCs after stimulation with FLT3L or TNF $\alpha$  alone or a combination of both cytokines.**

Home

visual options

range

from

1

to

1000

advanced

TF score cutoff

80 %

redraw

present as

graphical view

sequence view

| Transcription factor | Cx3Cr1       |      |     |       |        |
|----------------------|--------------|------|-----|-------|--------|
|                      | Sequence     | From | To  | Score | Strand |
| <a href="#">cEBP</a> | TGGGGCAACGGG | 252  | 263 | 7.094 | +      |
| <a href="#">cEBP</a> | AGAGTTGTGATA | 464  | 475 | 6.390 | -      |
| <a href="#">cEBP</a> | GCTATTGGCTAA | 952  | 963 | 6.995 | -      |

**Supplementary Figure S12: Transcription Factor Binding Site analysis.** Predicted promoter sequence of Cx3Cr1 as predicted by Ensembl and confirmed by blasting against Promoter DB and EPD DB shows three possible cEBP bzip transcription factor binding sites on the Consite web based software, and confirmed with Promo 3.0

How the deposited data were processed for this re-analysis (not part of the article)

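RNA of double-sorted lin−CD117+FLT3+ HSPCs from 4 WT and 4 KO mice, untreated (UT) or with FLT3L (T), was measured on 16 Affymetrix Mouse Gene 1.0 ST arrays, 1 per sample, and conditions and mouse numbers were taken from the sample labels.

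The authors amplified the RNA with the NuGEN Pico WTA v2 system, labelled it with NuGEN Encore Biotin and made the deposited log2 values with Gene-expression Console 1.1. Background correction, normalization between arrays, summary of probes and genome build are not given in the sources used here. The values were taken as deposited, without further scaling. No raw intensities were analysed here, so the authors' normalization could not be changed, only added to.

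Of the probe sets in the table, 21731 carry 1 gene symbol, 1484 carry several and 12341 carry none in the annotation used here. Probe sets with several symbols or none were left out of the gene tests. Symbols were updated with a table of mouse genes, which changed 709, and the 1000 genes with more than 1 probe set were given the mean of their probe sets, which left 19870 genes with no filter on dim genes.

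R 4.3.3 with limma 3.58.1 was used for 1 fit of 4 group means on all arrays, followed by empirical Bayes moderation. There were 5 comparisons, FLT3L in WT, FLT3L in KO, KO against WT untreated, KO against WT with FLT3L, and the difference of the 2 FLT3L responses. Genes were called at an adjusted p under 0.05 (Benjamini and Hochberg over 19870 genes) and a fold change above 1.5. The thresholds are those of the paper, and its text names no test for the arrays beyond the false discovery rate. The log2 differences are given with limma's standard error, and groups as mean ± SD.

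The combined list holds genes called with FLT3L in WT and not in KO, and genes called in both that also differ between KO(T) and WT(T). A second version takes genes whose responses differ in place of the latter. Gene lists of signaling pathways, induced genes, cell types and stress or growth programs, 31 in all, were written from general knowledge, since KEGG itself was not used here. The one-sided Fisher's exact test, with all 19870 genes as background, was adjusted over the 31 lists for each set of genes. Camera, with a preset correlation of 0.01 between genes and again with a correlation estimated from the data, was adjusted over the lists for each comparison.

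The lists, the design, the alternatives and the rule for naming genes were written before the data were examined. The rule takes every gene the paper names, for each comparison the 10 higher and the 10 lower called genes with the largest log2 difference whose groups, or for the difference of responses whose mice, do not overlap (leaving out predicted genes, RIKEN clones, small RNAs and olfactory, vomeronasal and urinary protein genes), up to 4 called members of each list with the largest difference, and the called chemokines and cytokines. Genes named outside it are said to be so.

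The labels give the UT and T arrays of a mouse the same number. Deviations from the group means correlated between arrays of the same number by 0.289, 0.120, 0.157 and 0.038 in WT and 0.070, 0.117, 0.165 and 0.040 in KO. Between UT and T arrays of different numbers they correlated by -0.209 to 0.085 in WT and by -0.096 to 0.068 in KO. The values of replicate 4 lie within these ranges, so the pairing is only weakly backed there. Between genotypes only the replicate number is shared, and it marks nothing.

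The alternatives were array weights, leaving out genes below the 25th percentile of mean signal, centring each array on its median, quantile normalization, a block of mouse or replicate, a random block of mouse, leaving out both arrays whose labels end in _2 (WT(T) replicate 3 and KO(T) replicate 4, where the meaning of the suffix is not given in the sources used here), leaving out each array, fitting only the groups of a comparison, testing probe sets one by one, the brightest probe set, Welch's test with adjustment, which the methods name for comparisons of 2 groups and not for the arrays (the methods' t-test here), the adjusted p alone, a fold above 2, the unadjusted p, and eBayes with trend and robust settings. Leaving out the male KO mouse and testing all probe sets were added after the data were seen.

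The code was tested on simulated data on the scale of these arrays, and it recovered 70.0% of genes with a true log2 difference of 0.8, 92.0% at 1.2, 98.0% at 2 and 100.0% at 3. It called 9 of 19670 unchanged genes in that comparison and 0 of 19870 in each of 2 others. Median residual SDs were 0.176 in WT(UT), 0.203 in WT(T), 0.164 in KO(UT) and 0.206 in KO(T), which sets the precision that 4 arrays per group allow. No pair of the 120 was identical, and the highest correlation was 0.9904. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9, with random number seeds 11 (simulated data and draws of splits) and 12 (simulated equal responses).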

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

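Tests chosen after the result was seen are those of a single array and of exposure for the interferon-stimulated genes, that of cell composition for Tnf and Il1b, the count of genes called in 1 genotype with a tested difference, and the rule that picks gene lists of which at least 1 in 3 measured genes was called in 1 direction.

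Of 34 measured interferon-stimulated genes, 19 were higher and none was lower in KO(T) than in WT(T), among them Rtp4 (4.12, adjusted p = 1.92e-06), Oas2 (3.23, adjusted p = 6.59e-05) and Ifit3 (3.51, adjusted p = 0.00683, and 0.0643 in a fit of the 2 groups alone, with WT signals close to the first quartile of the arrays), each with 4 of 4 KO arrays above every WT array, a pattern the paper does not report (24 when adjusted over the list alone, camera adjusted p = 3.11e-25, and adjusted p = 0.129 with an estimated correlation). A single KO(T) array is argued against as the cause, since 17 stayed called without KO(T) replicate 1, which had the highest signal, and leaving out other arrays gave 16 to 23. Exposure of the KO mice to interferon or to pIpC, the inducer of Cre and of interferon, may be the source, since the median was already 0.62 higher in KO(UT). Such exposure cannot be told apart from an effect of the genotype, because the text does not state whether WT mice were injected. By the methods, mice were analyzed some weeks after the last injection, and whether a response to it lasts that long was not tested. Untreated, 8 genes were higher and 2 were lower, Bst2 and Gbp3, named after their values were seen (11 and 3 when adjusted over the list alone, camera adjusted p = 1.4e-05, and adjusted p = 0.465 with an estimated correlation), and the 8 became 5 without WT(UT) replicate 1, 2 or 3 or KO(UT) replicate 3 or 4 and 4 without KO(UT) replicate 2. A biological effect of the lack of Cebpa stays open and was not tested.

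The rise of Tnf with FLT3L was 1.58 in KO against 2.92 in WT (difference -1.34, adjusted p = 0.0807, from 0.0439 without KO(T) replicate 4 to 0.179 when 1 array is left out, 0.0487 without both suffix _2 arrays, 0.118 with mouse as a fixed and 0.0436 as a random block, and 0.208 without the male KO mouse), and it was seen in 4 of 4 mice of each genotype. Fewer monocyte-primed cells among the sorted KO cells may be a candidate cause. The share of the WT rise left in KO, on the linear scale 34.1% for Tnf and 2.7% for Il1b, does not decide it. The reason is that the 39 measured monocyte and MDP genes kept from 2.5% to 150.7% of their WT level in KO(UT) (quartiles 17.1%, 35.7% and 58.0%). The mean Il1b signals of 4.45 in WT(UT), 4.60 in KO(UT) and 4.76 in KO(T) also lay below the median of every array, so its share is uncertain. A smaller response per cell cannot be told apart from fewer monocyte-primed cells, since the arrays measure mixed cells. A loss of Tnf transcription by direct action of C/EBPα stays open and was not tested.

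Of the genes called with FLT3L, 1485 were called in 1 genotype only. Arrays simulated with equal responses in both genotypes gave a mean of 1099 such genes (1044 to 1148 in 20 simulations), 74.0% of that number, with responses correlating at r = 0.79, so genes near the thresholds may make up part of them. The simulated responses were an assumption, so they exclude nothing by themselves and the share cannot be told apart from real differences. For 78 of the genes the thresholds are argued against as the whole cause, since their responses differed in limma's test of the difference. That test passed for a mean of 0 genes per simulation, rounded to a whole number. Of the 78, the difference was kept by 39 with mouse as a fixed block and 78 as a random block, by 42 to 62 when 1 array is left out (36 of them in each such fit) and by 32 without the male KO mouse.

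Responses differed for Il1b by -2.36 (2.52 in WT, 4 of 4 mice higher, and 0.16 in KO, 3 of 4 higher, adjusted p = 0.0291) and Klf4 by 2.77 (-2.09 in WT, 0 of 4 mice higher, and 0.68 in KO, 4 of 4 higher, adjusted p = 0.000588). They differed for Lpl by -4.52 (5.52 in WT, 4 of 4 mice higher, and 1.00 in KO, 4 of 4 higher, adjusted p = 9.19e-08) and Tnip3 by -3.08 (5.14 in WT, 4 of 4 mice higher, and 2.06 in KO, 4 of 4 higher, adjusted p = 0.000588). The same test was passed by Cxcl16 by -2.03 (3.29 in WT, 4 of 4 mice higher, and 1.26 in KO, 4 of 4 higher, adjusted p = 0.0296) and F13a1 by 3.38 (-3.37 in WT, 0 of 4 mice higher, and 0.02 in KO, 2 of 4 higher, adjusted p = 6.44e-05). Responses differed for Klrc1 by 3.35 (0.10 in WT, 3 of 4 mice higher, and 3.45 in KO, 4 of 4 higher, adjusted p = 3.42e-06) and Lgals3 by 1.74 (1.66 in WT, 4 of 4 mice higher, and 3.41 in KO, 4 of 4 higher, adjusted p = 0.000124). They differed for Sytl2 by 2.92 (0.43 in WT, 4 of 4 mice higher, and 3.35 in KO, 4 of 4 higher, adjusted p = 3.35e-08) and Cd209a by 2.13 (-1.50 in WT, 0 of 4 mice higher, and 0.63 in KO, 4 of 4 higher, adjusted p = 0.01). The same test was passed by Lyz2 by -2.57 (0.46 in WT, 3 of 4 mice higher, and -2.12 in KO, 0 of 4 higher, adjusted p = 0.00149) and Clec4e by -3.04 (1.41 in WT, 4 of 4 mice higher, and -1.63 in KO, 0 of 4 higher, adjusted p = 0.00483). Responses differed for Clec4d by -2.73 (3.24 in WT, 4 of 4 mice higher, and 0.51 in KO, 4 of 4 higher, adjusted p = 0.000127) and Rab7b by -2.18 (2.05 in WT, 4 of 4 mice higher, and -0.13 in KO, 1 of 4 higher, adjusted p = 0.0203). They differed for Socs3 by -1.35 (0.68 in WT, 4 of 4 mice higher, and -0.67 in KO, 0 of 4 higher, adjusted p = 0.0259) and Tlr2 by -1.34 (1.36 in WT, 4 of 4 mice higher, and 0.02 in KO, 2 of 4 higher, adjusted p = 0.0413). The same test was passed by Gem by -1.94 (-0.00 in WT, 1 of 4 mice higher, and -1.95 in KO, 0 of 4 higher, adjusted p = 0.00344) and Ier3 by -1.81 (0.88 in WT, 4 of 4 mice higher, and -0.92 in KO, 0 of 4 higher, adjusted p = 0.0106). Untreated, F13a1 already differed between KO and WT by -5.33 (adjusted p = 7.55e-10), Cd209a by -4.38 (adjusted p = 1.74e-08) and Klf4 by -3.03 (adjusted p = 5.29e-07), each with 4 of 4 KO arrays below every WT array, so that KO cells started below the level that WT cells reached with FLT3L. Of genes with a lower response in KO, Lyz2 and Rab7b also began lower in KO, in 4 of 4 arrays. Others, among them Clec4e, Tnip3, Gem and Socs3, began higher, with 4 of 4 KO(UT) arrays above every WT(UT) array. Clec4e was 7.63 in KO(UT) and 4.53 in WT(UT), and 6.00 in KO(T) and 5.95 in WT(T), so its differing response reflects the untreated difference. The signals of Klrc1 and Sytl2 in both untreated groups lay below the first quartile of each array, so the size of their rise in KO is uncertain. The call of Il1b was lost without any WT(UT) or KO(UT) array, WT(T) replicate 4, KO(T) replicate 1 or 3 (adjusted p up to 0.0742) and with mouse as a block (adjusted p = 0.0592), and without the male KO mouse it was 0.108. That of Cxcl16 was lost without WT(UT) replicate 1, 3 or 4, WT(T) replicate 2 or 4, KO(UT) replicate 1 or 2 or KO(T) replicate 1, 2 or 3 (adjusted p up to 0.0736), with the block (adjusted p = 0.0607) and without the male KO mouse (adjusted p = 0.0694). That of Tlr2, a gene named after its values were seen, was lost without WT(UT) replicate 1, 3 or 4, KO(UT) replicate 1 or 2, WT(T) replicate 2, 3 or 4 or any KO(T) array (adjusted p up to 0.103), with the block (adjusted p = 0.0596), with centring (adjusted p = 0.0639), without both suffix _2 arrays (adjusted p = 0.107) and without the male KO mouse (adjusted p = 0.0691). That of Socs3 was lost without WT(UT) replicate 2 or 4, WT(T) replicate 2 or 3 or KO(T) replicate 3 (adjusted p up to 0.0661), with probe sets one by one (adjusted p = 0.158) and without the male KO mouse (adjusted p = 0.0777). That of Rab7b was lost without KO(UT) replicate 1 (adjusted p = 0.0509), with the block (adjusted p = 0.0695), without both suffix _2 arrays (adjusted p = 0.0682) and without the male KO mouse (adjusted p = 0.0902). With mouse as a random block each of these 5 calls stayed (adjusted p up to 0.0186).

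In lists outside those the paper discusses, 19 of 30 measured genes of cholesterol synthesis and uptake rose with FLT3L in WT (23 when adjusted over the list alone, camera adjusted p = 1.19e-17, and adjusted p = 0.0992 with an estimated correlation) and 11 in KO (17 when adjusted over the list alone, camera adjusted p = 1.16e-10, and adjusted p = 0.234 with an estimated correlation), and none fell. The KO arrays were uneven, with list means of 0.89 and 0.81 in KO(T) replicates 1 and 4, -0.36 and -0.27 in KO(T) replicates 2 and 3 and -0.67 to -0.51 in KO(UT), and the 11 became 6 without KO(UT) replicate 1, 7 without KO(UT) replicate 4 or KO(T) replicate 1 and 17 without KO(T) replicate 2. Of 65 measured MYC target and ribosome biogenesis genes, 26 fell in KO (29 when adjusted over the list alone, camera adjusted p = 9.79e-19, and adjusted p = 0.122 with an estimated correlation) and 8 in WT (9 when adjusted over the list alone). Of 62 measured DNA replication genes, 21 fell in KO (27 when adjusted over the list alone, camera adjusted p = 1.49e-15, and adjusted p = 0.154 with an estimated correlation) and 17 in WT (24 when adjusted over the list alone), with a median of -0.55 in both, and the 21 became 13 without KO(UT) replicate 1, 11 without KO(UT) replicate 4 and 12 without KO(T) replicate 2.

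Arrays far from the 3 others of their group are given here as list means or log2 signals, and chance sets about 1 in 20 groups apart, against 10 of 124 groups of list means and 22 of 340 groups of gene values. A single array lay apart in the list mean of chemokine genes in KO(UT) replicate 2 (-0.19, others -0.37 to -0.35), cytokine and chemokine receptor genes in WT(UT) replicate 4 (0.09, others -0.01 to -0.00) and monocyte and MDP genes in WT(T) replicate 3 (0.74, others 0.88). The same held for monocyte and MDP genes in KO(UT) replicate 2 (-0.70, others -1.01 to -0.99), granulocyte genes in WT(UT) replicate 4 (0.25, others 0.52 to 0.57) and DC genes in WT(T) replicate 4 (0.61, others 0.08 to 0.15). Also apart were stem and multipotent progenitor genes in WT(T) replicate 3 (-0.18, others -0.49 to -0.44), lymphoid-primed genes in WT(UT) replicate 4 (0.15, others -0.18 to -0.13) and immediate early genes in WT(UT) replicate 3 (-0.07, others -0.11 to -0.10). A single array lay apart in the list mean of C/EBP target and partner genes in KO(T) replicate 1 (-0.46, others -0.57 to -0.55). Among genes, 1 array lay apart for Ccl2 in KO(T) replicate 3 (4.38, others 4.71 to 4.78), Irf8 in KO(UT) replicate 2 (8.87, others 8.63 to 8.65), Itgax in KO(T) replicate 4 (6.88, others 6.32 to 6.39) and Irf4 in KO(T) replicate 4 (5.76, others 5.56). So it did for F13a1 in WT(T) replicate 4 (5.77, others 6.57 to 6.70), Klrc1 in WT(UT) replicate 1 (2.57, others 2.70 to 2.72), Klrc1 in WT(T) replicate 3 (2.96, others 2.70 to 2.71) and Sytl2 in KO(UT) replicate 2 (3.09, others 3.21 to 3.24). Apart lay also Rtp4 in KO(T) replicate 1 (10.40, others 9.02 to 9.08), Tlr4 in WT(UT) replicate 2 (5.61, others 4.59 to 4.60), Socs3 in KO(UT) replicate 1 (6.63, others 5.81 to 5.94) and Pik3cb in WT(UT) replicate 1 (6.49, others 6.96 to 7.00). Further such values were Tnfsf9 in WT(T) replicate 4 (8.16, others 7.51 to 7.55), Cd9 in KO(UT) replicate 3 (7.23, others 7.69 to 7.72), Cd33 in WT(UT) replicate 4 (8.46, others 7.64 to 7.74) and Ung in WT(UT) replicate 4 (6.65, others 7.51 to 7.64). Among genes, 1 array lay apart for Angpt1 in WT(UT) replicate 3 (7.43, others 6.90 to 6.99), Clec9a in KO(UT) replicate 2 (6.63, others 4.54 to 4.78), Bcl2 in KO(UT) replicate 3 (9.22, others 9.28 to 9.30) and Ier3 in WT(T) replicate 4 (6.77, others 7.36 to 7.48). So it did for Klf2 in WT(T) replicate 2 (7.85, others 8.26 to 8.33) and Msmo1 in KO(UT) replicate 2 (7.44, others 6.93 to 7.01).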

How the results depend on the processing

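Leaving out the male KO mouse and testing all probe sets were chosen after the data were seen. Of the 628 calls followed for named genes none changed sign, and the causes of the changes below were not tested. When 1 array was left out, the count of genes with differing responses, 104, ranged from 67 (without WT(T) replicate 2) to 114 (without KO(T) replicate 4). It was 69 without KO(UT) replicate 1. The count was 116 with array weights, 59 without the male KO mouse, 58 over all probe sets and 885 at an unadjusted p. KO against WT with FLT3L gave 657 genes in a fit of its 2 groups alone and 1554 at an unadjusted p. With the methods' t-test, 541 genes were called with FLT3L in WT, 114 in KO, 61 in both, 400 in KO against WT untreated, 40 with FLT3L and 482 in the combined list, and the odds ratio of the genes TNFα or NF-κB induce with FLT3L was 2.68 (adjusted p = 0.896). At a fold above 2, which keeps fewer genes by construction, these counts were 688, 549, 311, 531, 483 and 432.

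With mouse or replicate as a block, 1628 genes were called with FLT3L in WT, 1497 in KO, 781 in both, 1021 in the combined list, 1133 in KO against WT untreated, 1043 with FLT3L and 73 for differing responses, and 141 with mouse as a random block. Odds ratios with the replicate block were 3.64 for TNFα signaling and 4.75 for NF-κB signaling in the combined list, 1.27 for TNFα signaling untreated and 5.85 for induced genes with FLT3L. Of 628 named gene calls, the block ended 24.

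Genes called in KO only, 683, became 437 in fits of only the groups of the comparison, 53 with the methods' t-test and 238 at a fold above 2. Genes called in both that differ between KO(T) and WT(T), 158, became 98, 2 and 55 in the same settings and 314 at an unadjusted p, and the 802 called in WT only became 480 with the t-test and 377 at a fold above 2. In the other alternatives these counts and those of the comparisons and the combined list stayed within 1.5 times their value. Without 1 array, WT gave 1269 to 1625 genes, KO 1127 to 1689, at most 752 in both, untreated KO against WT 910 to 1187, with FLT3L 826 to 1240 and the combined list 783 to 1070. The odds ratio of TNFα signaling in the combined list ranged from 2.95 to 4.07, that of NF-κB signaling from 3.55 to 6.41 (without WT(T) replicate 1, and 6.20 at a fold above 2), that of TNFα signaling untreated from 1.09 to 1.74 (0.50 with the methods' t-test) and that of induced genes with FLT3L from 4.55 to 6.50. For named genes, 191 of 628 called pairs of gene and comparison passed in each alternative set before the data were examined, 125 were lost when 1 array was left out, and 41 pairs not called passed in at least 1 alternative. The methods' t-test ended 410 calls. Camera with an estimated correlation ended 53 list calls. Precision is limited by 4 arrays per group and by dim signals.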

Differences from the paper's values

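The paper states 2128 genes changed by FLT3L in KO, against 1412 here, at the same fold and adjusted p. Of the alternatives set before the data were examined, the count came within 1.5 times with dim genes left out (1490), with trend and robust settings (1435), with a replicate block (1497) or random block of mouse (1642), with the adjusted p alone (1822), with an unadjusted p (2000), without WT(T) replicate 1 (1449), without KO(T) replicate 4 (1689) and without both suffix _2 arrays (1666). It did not with quantile normalization (1357), centring (1388), probe sets one by one (1406), the brightest probe set (1411), array weights (1402), only the groups of the comparison (1030), the methods' t-test (114), a fold above 2 (549) or without any other array. Testing all probe sets (1552), chosen after the values were seen, also came within 1.5 times, where probe sets and not genes are counted, and leaving out the male KO mouse (1054), likewise chosen, did not.

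The paper states 1104 genes changed in both genotypes, against 729 here. The count came within 1.5 times with dim genes left out (784), trend and robust settings (736), array weights (784), a replicate block (781) or random block (847), the adjusted p alone (940), an unadjusted p (1047), without KO(T) replicate 4 (752) and without both suffix _2 arrays (766). It did not with quantile normalization (699), centring (719), probe sets one by one (715), the brightest probe set (716), only the groups of the comparison (593), the methods' t-test (61), a fold above 2 (311) or without any other array, nor with all probe sets (712) or without the male KO mouse (577), both chosen after the values were seen.

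With an unadjusted p under 0.05 and the same fold, which is not the paper's stated threshold, 2023 genes changed in WT, 2000 in KO and 1047 in both, where the paper states 2149, 2128 and 1104. For genes called in WT only the paper states 1045, against 802 here and 1079 in fits of only the groups of the comparison. For genes called in KO only it states 1024, against 683 here, 437 in the same fits and 953 at an unadjusted p. For genes called in both that differ between genotypes it states 230, against 158 here, 98 in fits of only the groups of the comparison, 219 with the adjusted p alone and 232 when a difference in either condition counted, a choice made after the values were seen.

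The paper describes TNFα signaling as deregulated before stimulation, and here 8 of 98 genes of a TNFα signaling list written for this work differed (one-sided Fisher's exact test, odds ratio 1.49, adjusted p = 0.253), and in no alternative did the list pass (adjusted p from 0.0834 to 0.957). A list of induced genes did pass (odds ratio 4.61). The paper names CCL5 and CCL3 among the factors affected by the lack of Cebpa. Ccl5 mRNA was higher in KO (1.61 untreated, 2.50 with FLT3L), and for Ccl3 neither difference between genotypes passed (0.92 and 0.23), though in a fit of only the groups of the comparison the untreated one did.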

Other observations

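Chosen after the data were seen were the tests without the male KO mouse, those of Tnfrsf1b, the bar for splits that can decide on a list, and which of the lists and genes tested to print here.

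Angpt1, a ligand of stem cells, was 1.74 higher in KO untreated (adjusted p = 0.000178) and 2.29 higher with FLT3L (adjusted p = 1.52e-05), with 4 of 4 KO arrays above every WT array in both. The same arrays were apart for Tox, a regulator of lymphoid development (3.16, adjusted p = 2.48e-06, and 2.89, adjusted p = 9.94e-06), Cpa3, a mast cell protease (2.91, adjusted p = 0.000202, and 2.58, adjusted p = 0.000713), and Dntt, a polymerase of early lymphoid cells (1.49, adjusted p = 0.000353, and 2.27, adjusted p = 7.41e-06). Their lists as a whole are less clear, with 5 of 33 lymphoid-primed genes higher and 1 lower untreated (7 and 1 when adjusted over the list alone, 8 higher without KO(UT) replicate 1, camera adjusted p = 1.4e-05, and adjusted p = 0.209 with an estimated correlation) and 2 of 18 mast cell and basophil genes higher and 2 lower (3 and 2 when adjusted over the list alone, camera adjusted p = 0.553). Lower in KO, with 4 of 4 KO arrays below every WT array, were Ctsg, the granule protease cathepsin G (-3.56, adjusted p = 0.000187, untreated), Clec9a, a receptor of conventional DCs (-3.16, adjusted p = 6.47e-05, and -2.97, adjusted p = 0.000151), and Itgax, which encodes CD11c (-1.66, adjusted p = 0.000169, and -1.79, adjusted p = 0.000102). Il6ra, a receptor chain and C/EBPα target, was lower in the same arrays (-2.22, adjusted p = 9.09e-07, and -1.71, adjusted p = 1.95e-05), and Mpo, the enzyme of granules, with FLT3L (-2.10, adjusted p = 0.000234). Granulocyte genes had 2 of 39 higher and 13 lower untreated (3 and 13 when adjusted over the list alone), with camera's adjusted p = 9.82e-05, and adjusted p = 0.0556 with an estimated correlation. Of 34 measured C/EBP target and partner genes, 2 were higher and 13 lower untreated (3 and 14 when adjusted over the list alone), with camera's adjusted p = 1.53e-06, and adjusted p = 0.00117 with an estimated correlation. DC genes had 1 of 37 higher and 16 lower untreated (2 and 17 when adjusted over the list alone), with camera's adjusted p = 8.19e-13, and adjusted p = 0.0621 with an estimated correlation.

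By the labels, FLT3L arrays also differ from untreated ones by 4 h of culture. Idi1, Msmo1 and Cyp51, enzymes of sterol synthesis, rose by 2.31, 2.21 and 1.95 in WT (adjusted p = 0.00259, 0.000764 and 0.000326) and by 2.09, 2.05 and 1.69 in KO (adjusted p = 0.00655, 0.00194 and 0.00154), in 4 of 4 mice each. Camera's adjusted p for the cholesterol list was 1.19e-17 in WT and 1.16e-10 in KO, and adjusted p = 0.0992 and adjusted p = 0.234 with an estimated correlation. Of 39 amino acid stress genes, 12 rose and none fell in WT and 11 rose and 1 fell in KO (13 and 1 in each when adjusted over the list alone), and camera's shift was lost with an estimated correlation (adjusted p = 0.14 in WT and adjusted p = 0.154 in KO). Chaf1b, a chromatin assembly factor of S phase, fell by 1.42 in KO (adjusted p = 3.98e-05), in 4 of 4 mice, with a difference of -0.56 in WT (adjusted p = 0.0404, below the fold, which it passed with centring, with array weights and without WT(UT) replicate 2 or WT(T) replicate 1) and of -0.85 between responses (adjusted p = 0.18). Fos, an immediate early gene, fell by 2.18 in KO (adjusted p = 7.18e-05), in 4 of 4 mice, with -0.88 in WT (adjusted p = 0.0513, from 0.0271 to 0.133 when 1 array is left out) and -1.31 between responses (adjusted p = 0.234). Ung, a DNA repair enzyme, fell by 1.32 in WT (adjusted p = 0.00833) and 1.26 in KO (adjusted p = 0.0131, and 0.112 without the male KO mouse), in 4 of 4 mice each. Cd9, a tetraspanin, rose by 2.25 in WT (adjusted p = 3.41e-06) and 1.63 in KO (adjusted p = 0.000115), Tgfbr1, a receptor of TGFβ, by 1.82 (adjusted p = 8e-06) and 1.19 (adjusted p = 0.00061), and Csf2rb, a receptor chain for GM-CSF, by 1.66 (adjusted p = 0.000189) and 1.72 (adjusted p = 0.000186), in 4 of 4 mice each.

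For proteins that the paper measured in supernatants of other HSPCs, the mRNA ran as follows. Those were lin− HSPCs not sorted for CD117 and FLT3. By the methods and the labels, their time with FLT3L was longer than that of the arrays. Protein and mRNA were therefore not measured in the same cells or at the same time, and opposite directions need not be a conflict. The paper gives CCL3, CCL4, CCL5, CXCL2, TNFα and IL-1β as lower in KO. With FLT3L, Tnf mRNA was lower in KO by -1.17 (adjusted p = 0.00285) and Il1b mRNA by -2.21 (adjusted p = 0.00043), Ccl5 mRNA was 2.50 higher (adjusted p = 3.66e-05), the difference of Ccl3 was 0.23 and not called, and Ccl4 mRNA was 2.20 higher in KO(T) (adjusted p = 0.000639), with 4 of 4 KO arrays above every WT array. Ccl4 rose by 1.43 with FLT3L in KO (adjusted p = 0.0136, and 0.0943 without the male KO mouse), with 0.38 in WT (adjusted p = 0.611) and 1.05 between responses (adjusted p = 0.672). For Ccl2 and Csf1, KO minus WT with FLT3L was -0.04 (adjusted p = 0.931) and 0.71 (adjusted p = 0.227). The group means of Ccl2 lay below the median of every array. So did those of Csf1, except in KO(T), where its signal was 5.39 with an SD of 0.96. The lack of a call for Ccl2 and Csf1 therefore does not show that their mRNA is unchanged. The signals of Csf2 lay below the first quartile of every array and the group means of Cxcl2 close to it, so for these genes the arrays do not show how the mRNA runs. Tnfrsf1b, the gene of TNF receptor 2, named after its values were seen, rose by 0.83 in WT (adjusted p = 0.0026), in 4 of 4 mice, with -0.06 in KO (adjusted p = 0.893) and -0.89 between responses (adjusted p = 0.132, and 0.0175 without KO(UT) replicate 4).

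Of transcription factors the paper cites from other cells, Irf4 was 5.72 ± 0.72 in WT(UT) and 4.73 ± 0.64 in KO(UT) and not called (adjusted p = 0.101, and 0.0199 without WT(UT) replicate 3), with 2 of 4 KO arrays below every WT array. Cebpb had a difference of -0.18 untreated (adjusted p = 0.788) and was lower with FLT3L by -0.85 (adjusted p = 0.0167), a call lost without WT(T) replicate 1, WT(T) replicate 3 or KO(T) replicate 3 (adjusted p up to 0.0593), in a fit of the 2 groups alone (adjusted p = 0.0741), without both suffix _2 arrays (adjusted p = 0.0806) and without the male KO mouse (adjusted p = 0.0754), with 4 of 4 KO arrays below every WT array. Spi1, which encodes PU.1, was lower untreated by -0.96 (adjusted p = 0.000179), with 4 of 4 KO arrays below every WT array, and rose with FLT3L by 0.74 in WT (adjusted p = 0.00132) and 1.29 in KO (adjusted p = 1.17e-05), after which KO minus WT was -0.41 and not called (adjusted p = 0.0821), again with 4 of 4 KO arrays below every WT array.

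Of the calls given above, the methods' t-test kept those of Angpt1, Dntt, Il6ra and Itgax untreated and those of Cyp51, Cd9, Csf2rb, Tgfbr1 and Spi1 with FLT3L in WT and that of Ccl5 between KO(T) and WT(T), and none of the others it was applied to.

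Chance division of the arrays was tested by counting how many splits gave as much as the real one. That was 1 of 35, the real split itself, for FLT3L in WT (1531 genes, highest other 1), FLT3L in KO (1412, highest other 3), KO against WT untreated (1122, highest other 0), KO against WT with FLT3L (1017, highest other 8) and differing responses (104, highest other 0), and 1 of 100 draws of a split in both genotypes for genes called in both (729, highest other 0), so chance can be excluded for each over free splits of the arrays or mice. The UT and T arrays are taken as pairs by their shared number. Of the splits for FLT3L in WT and in KO, 8 part the arrays of every mouse (highest other 0 in each), which are too few for a share under 0.05. The draws for genes called in both split the arrays freely too. With the pairing kept, the splits therefore cannot exclude chance for FLT3L in WT or in KO alone. For genes called in both, splits that keep the pairing in both genotypes were not run, so chance is not excluded there either. For gene lists the splits decide nothing, since hardly any other split called enough genes to hold as many of the list. As many list genes as the real split were found in 1 of 35 splits for TNFα signaling untreated (8 genes, highest other 0) and for induced genes with FLT3L (42, highest other 0), and in 1 of 100 draws for TNFα signaling (14, highest other 13) and 3 for NF-κB signaling in the combined list (14, highest other 17), where only 3 draws called as many genes in all.

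The first principal component held 28.9% of the variance and parted untreated from FLT3L arrays, and the second held 24.0% and parted WT from KO.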
